# Resolving monocytes generated through TRAM deletion attenuate atherosclerosis

**DOI:** 10.1172/jci.insight.149651

**Published:** 2021-10-22

**Authors:** Shuo Geng, Yao Zhang, Ziyue Yi, Ran Lu, Liwu Li

**Keywords:** Inflammation, Innate immunity

## Abstract

Polarization of low-grade inflammatory monocytes facilitates the pathogenesis of atherosclerosis. However, underlying mechanisms as well as approaches for resolving monocyte polarization conducive to the regression of atherosclerosis are not well established. In this report, we demonstrate that TRIF-related adaptor molecule (TRAM) mediated monocyte polarization in vivo and in vitro. TRAM controlled monocyte polarization through activating Src family kinase c-SRC, which not only induces STAT1/STAT5-regulated inflammatory mediators CCR2 and SIRP-α but also suppresses PPARγ-regulated resolving mediator CD200R. Enhanced PPARγ and Pex5 due to TRAM deficiency facilitated peroxisome homeostasis and reduction of cellular reactive oxygen species, further contributing to the establishment of a resolving monocyte phenotype. TRAM-deficient monocytes propagated the resolving phenotype to neighboring monocytes through CD200R-mediated intercellular communication. At the translational level, we show that TRAM-deficient mice were resistant to high-fat diet–induced pathogenesis of atherosclerosis. We further document that intravenous transfusion of TRAM-deficient resolving monocytes into atherosclerotic mice potently reduced the progression of atherosclerosis. Together, our data reveal that targeting TRAM may facilitate the effective generation of resolving monocytes conducive for the treatment of atherosclerosis.

## Introduction

Despite past extensive studies, atherosclerosis and related cardiovascular complications still remain as the leading cause of morbidity and mortality worldwide. The key bottleneck is the limited understanding of complex inflammatory processes, during which reprogrammed low-grade inflammatory monocytes persist and contribute to atherosclerosis pathogenesis (1–3). Inflammatory monocytes exhibit elevated CCR2/CCR5/ICAM-1 (murine intermediate Ly6C^+^; classical Ly6C^++^ inflammatory monocytes, equivalents of human intermediate CD14^+^CD16^+^, classical CD14^+^CD16^–^ inflammatory monocytes) and are the primary innate cells infiltrating atherosclerotic plaques propagating atherosclerosis (4, 5). Inflammatory monocytes contribute to the pathogenesis of atherosclerosis through their enhanced recruitment and retention within the atherosclerotic plaques, as well as their compromised ability of cleaning up necrotic cell debris (4, 6–8). On the other hand, murine Ly6C^lo^ monocytes (human equivalent of CD14^lo^ nonclassical monocytes) may adopt “resolving” features conducive to vascular homeostasis and atherosclerosis regression (9, 10). Precise mechanisms responsible for monocyte polarization associated with atherosclerosis are still not well understood, thus hindering translational efforts in resolving monocyte-mediated inflammatory polarization and the treatment of atherosclerosis.

We established a system that examines history and signal strength–dependent training of low-grade inflammatory monocytes in vitro and in vivo, with the chronic challenge of subclinical low-dose lipopolysaccharide (LPS) (2, 4, 11–13). Subclinical endotoxemia is a well-known risk factor for cardiovascular diseases, due to increased mucosal permeability associated with chronic infection, obesity, aging, high-fat diet, and chronic smoking and drinking (14–17). Both subclinical endotoxemia and oxidized low-density lipoprotein can contribute to the low-grade inflammatory polarization of monocytes at least partially through TLR4, which further signals through 2 potentially competitive Mal/MyD88 or TRIF-related adaptor molecule (TRAM)/TRIF pathways (18–21). Mal/MyD88 pathway preferentially initiates the acute yet transient inflammatory responses and subsequently triggers the late phase of tolerance through orchestrating immune/metabolic adaptations (22, 23). In contrast, emerging studies suggest that the TRAM pathway is preferentially responsible for generating sustained low-grade inflammatory responses, particularly upon stimulation with subclinical super-low-dose endotoxin (2, 12, 24). In the context of atherosclerosis, hematopoietic deletion of TRAM or TRIF, instead of MAL, was shown to reduce the influx of aortic macrophages as well as the severity of atherosclerosis in an animal model (25). However, mechanisms responsible for TRAM-mediated monocyte polarization that favors enhanced infiltration of inflammatory Ly6C^+^ monocytes and the progression of atherosclerosis are still not well understood.

To gain clear insight regarding the nature and underlying mechanisms of polarized inflammatory monocytes, we performed integrative analyses of wild-type and *Tram*^–/–^ monocytes in vitro and in vivo, examining key cell surface inflammatory signatures and relevant intracellular signaling molecules guided by functional relevance to atherosclerosis as well as single-cell RNA-sequencing analyses. We demonstrate that the polarizing effects of subclinical endotoxemia on monocytes were blunted due to TRAM deficiency. At the functional level, we observe enhanced polarization of Ly6C^+^ and Ly6C^++^ inflammatory monocytes with elevated levels of chemokine receptor CCR2 and the suppressor of phagocytosis SIRP-α in TRAM-positive mice, as compared with TRAM-deficient counterparts. TRAM-deficient monocytes not only had attenuated inflammatory responses but also exhibited elevated expression of homeostatic antiinflammatory mediator CD200R due to constitutively active PPARγ. With translational relevance, we show that TRAM-deficient monocytes with elevated CD200R further propagated the resolving characteristics to neighboring monocytes, effectively contributing to the regression of atherosclerosis when transfused into recipient atherosclerotic mice. Together, our data reveal the generation of resolving monocytes through TRAM deletion that are conducive to the treatment of atherosclerosis.

## Results

### TRAM deficiency reduces pathogenesis of atherosclerosis.

To determine the contribution of TRAM to the development of atherosclerosis, we generated *Apoe^−/−^* *Tram^−/−^* mice, which were fed with high-fat diet (HFD) for 8 weeks. As compared with HFD-fed *Apoe^−/−^ Tram^+/+^* mice, HFD-fed *Apoe^−/−^* *Tram^−/−^* mice exhibited significantly decreased size of atherosclerotic plaques as evidenced by H&E staining (Figure 1A), diminished lipid deposition in the plaques as shown by Oil Red O staining (Figure 1B), as well as reduced overall lesion area in the aorta (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.149651DS1). In contrast, the collagen content in atherosclerotic lesions was significantly elevated in *Apoe^−/−^* *Tram^−/−^* mice as compared with *Apoe^−/−^ Tram^+/+^* mice, indicating enhanced plaque stability (Figure 1C). The plasma levels of total cholesterol, free cholesterol, and triglyceride were also significantly reduced in *Apoe^−/−^* *Tram^−/−^* mice as compared with *Apoe^−/−^ Tram^+/+^* mice (Figure 1D and Supplemental Figure 1B). Moreover, *Apoe^−/−^* *Tram^−/−^* mice had lower levels of circulating proinflammatory mediators, such as IL-1β, TNF-α, and monocyte chemoattractant protein-1 (MCP-1) but had a higher level of antiinflammatory cytokine TGF-β (Figure 1E). In agreement with an earlier study using the LDL receptor–deficient (*Ldlr*-deficient) animal model with bone marrow transfer (25), our data confirm that TRAM deficiency potently alleviates atherogenesis in atherosclerosis-prone mice accompanied by attenuated inflammation.

### TRAM deficiency inhibits inflammatory monocyte polarization in atherosclerotic mice.

Monocytes/macrophages play a leading role in the initiation and development of atherosclerosis, and their proinflammatory polarization is tightly associated with atherosclerosis pathogenesis. Previous studies indicate that murine polarized classical Ly6C^++^ and intermediate Ly6C^+^ inflammatory monocytes (as well as their human equivalents) are responsible for infiltrating inflamed tissues (5, 26) and involved in the progression of atherosclerosis (27, 28). In contrast, the nonclassical Ly6C^lo^ monocytes routinely patrol the vasculature and maintain homeostasis (10). We therefore examined whether TRAM deficiency may affect the polarization of inflammatory monocytes in atherosclerotic mice. After feeding with HFD for 8 weeks, peripheral blood (Figure 2A), bone marrow (BM) (Figure 2B), spleens (Figure 2C), and aortas (Figure 2D) were harvested from *Apoe^−/−^* *Tram^−/−^* mice as well as control *Apoe^−/−^ Tram^+/+^* mice to evaluate the polarization status of inflammatory Ly6C^++^ and Ly6C^+^ monocytes. Relevant inflammatory markers expressed on Ly6C^++^ and Ly6C^+^ monocytes responsible for modulating monocyte recruitment (CCR2) and efferocytosis (SIRP-α) were measured and quantified (Figure 2). CCR2 is a pivotal chemokine receptor mediating the recruitment of monocytes to inflamed sites (29), and SIRP-α is a regulatory protein that enhances proinflammatory signaling in myeloid cells and suppresses efferocytosis (30). We observed that TRAM deficiency contributed to a significant reduction of CCR2 and SIRP-α expressions on Ly6C^++^ monocytes (Figure 2). A similar pattern was also observed on Ly6C^+^ monocytes showing reduced expression of CCR2 and SIRP-α in monocytes harvested from *Apoe^−/−^* *Tram^−/−^* mice as compared with *Apoe^−/−^ Tram^+/+^* mice (Supplemental Figure 2). Consistent with this observation, we further observed that the frequencies of inflammatory monocytes, particularly Ly6C^++^ monocytes, were significantly reduced by approximately 50% in the peripheral blood and spleen of *Apoe^−/−^* *Tram^−/−^* mice (Supplemental Figure 3). Our data complement a previous finding with the *Ldlr^−/−^* atherosclerotic model showing reduced infiltration of inflammatory monocytes within the aortic plaques due to myeloid deficiency of TRAM (25). Our results documenting reduced expression of CCR2 and SIRP-α on inflammatory monocytes due to TRAM deficiency further provide a mechanistic basis underlying reduced pathogenesis of atherosclerosis in TRAM-deficient mice.

### TRAM facilitates low-grade inflammatory monocyte polarization through SRC-mediated activation of STAT1 and STAT5.

Next, we sought to examine the molecular mechanism underlying the proinflammatory polarization of monocytes mediated by TRAM. We adopted an in vitro culture system of BM-derived monocytes (BMMs) with M-CSF, capable of robustly expanding classical Ly6C^++^ and intermediate Ly6C^+^ inflammatory monocytes in vitro, upon 5-day incubation with subclinical low-dose LPS (100 pg/mL) (2, 4). Cultured monocytes are loosely attached, can be readily detached via gentle aspiration, express inflammatory monocyte Ly6C^+^/Ly6C^++^ markers, and do not express mature macrophage marker CD71 (31) (Supplemental Figure 6). Previous independent studies reported that similarly cultured monocytes can maintain proliferative/differentiation potential (32, 33). Wild-type (WT) and *Tram^−/−^* BMMs were treated with super-low-dose LPS (100 pg/mL) for 5 days as we described (4). We focused on comparing CCR2 and SIRP-α level between WT and *Tram^−/−^* BMMs. Flow cytometry analyses revealed that prolonged LPS treatment significantly upregulated the expressions of CCR2 and SIRP-α on the surface of WT Ly6C^++^ BMMs. In a sharp contrast, low-dose LPS failed to induce the expression of CCR2 and SIRP-α on Ly6C^++^ BMMs from *Tram^−/−^* mice. Further, the baseline level of SIRP-α in *Tram^−/−^* cells (PBS treatment) was significantly lower than that in WT counterparts (Figure 3A). A similar trend was also observed in Ly6C^+^ BMMs, whose proinflammatory polarization induced by super-low-dose LPS was significantly diminished by TRAM deficiency (Figure 3B). Further, we observed that LPS failed to induce the expansion of the Ly6C^++^ monocyte population in *Tram^−/−^* BMMs as compared with WT BMMs, which readily expanded the Ly6C^++^ population following LPS culture (Supplemental Figure 4). Consistent with in vivo data, our in vitro data reveal that TRAM deficiency reduced proinflammatory polarization of BMMs in vitro.

STAT1 and STAT5, which are key transducers of the TLR4 signaling cascade, mediate the expression of proinflammatory mediators such as CCR2 in myeloid cells (34, 35). We therefore examined the activation status of these key transcription factors by Western blot and flow cytometry and found that LPS treatment led to increased phosphorylation of STAT1 and STAT5 in WT BMMs as compared with *Tram^−/−^* BMMs (Figure 3C and Supplemental Figure 5). We also compared the activation of c-SRC, an upstream signaling molecule that can directly phosphorylate STATs, between WT and *Tram^−/−^* BMMs. Similarly, LPS failed to induce SRC phosphorylation in *Tram^−/−^* BMMs (Figure 3C and Supplemental Figure 5). Together, our data reveal that TRAM is a key signaling node responsible for the low-grade inflammatory monocyte polarization through SRC-mediated activation of STAT1/5.

### TRAM-deficient monocytes are reprogrammed into a resolving state with elevated expression of CD200R in vitro and in vivo.

Given the significant role that TRAM plays during monocyte polarization, we further performed single-cell sequencing (scRNA-Seq) analysis of WT and *Tram^−/−^* monocytes challenged with a subclinical dose of endotoxin. 

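Bone marrow cells from WT and Tram−/− mice were kept for 5 days with 10 ng/mL M-CSF and either PBS or 100 pg/mL LPS. The RNA of single cells was captured by the 10x Genomics 3′ method, in which each captured RNA molecule carries a unique molecular identifier (UMI), and the values analysed here are UMI counts per gene and cell, without normalization. They cover 8 libraries: 3 of WT cells with PBS, 3 of WT cells with LPS, and 1 of Tram−/− cells with each treatment. The labels place WT replicates 1 and 2 of both treatments in a first batch and WT replicate 3 of both treatments in a second batch. They name no batch for the Tram−/− libraries, so genotype and batch cannot be told apart. Cells with at least 200 genes were kept, which left between 528 and 653 cells per library and between 8329342 and 10957315 UMIs per library. The UMIs of each gene were summed over the cells of a library outside the clusters that carry neutrophil markers, and are given as CPM, the gene's share of the library's sum times 1000000. WT LPS and WT PBS libraries were compared by edgeR's quasi-likelihood test on these sums, with TMM scaling and the batch as a term, and p values were adjusted by the Benjamini-Hochberg method. WT PBS replicates 1 and 2 differed within the sampling noise of cells, with a mean chi-square per gene of 2.58 against 2.38 over 200 random splits of the same cells, 52 of them as high. These 2 libraries therefore count as 1 sample in each mean ± SD of WT PBS (n = 2), while the test kept all 6 WT libraries, and the alternative with the 2 libraries summed was also run. WT LPS replicates 1 and 2 differed by more than that noise, with 9.18 against 2.83 and 0 of 200 splits as high. Each Tram−/− condition has 1 library and no replicate, so its values carry no test and no standard error. They are given beside the range of the 3 WT libraries of the same treatment. A further library of the same kind would lie outside such a range with a chance of 50%. With replicates 1 and 2 of a treatment as 1 sample, that chance is 66.7%. Intervals on single libraries are exact 95% Poisson or binomial intervals and cover counting error only. Ticam2 encodes TRAM and lies on chromosome 18 of GRCm38 from 46557291 to 46574533. It had between 16.5 and 21.6 CPM in the 6 WT libraries, 7.18 CPM (58 UMIs) in the Tram−/− PBS library and 5.11 CPM (44 UMIs) in the Tram−/− LPS library. UMIs on the gene do not show whether its RNA can encode the protein.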

Murine inflammatory monocytes are known to adopt at least 2 subpopulations in vitro and in vivo (intermediate CD11bLy6C^+^ and classical CD11bLy6C^++^, respectively). Our scRNA-Seq analyses reveal that WT monocytes persistently challenged with subclinical-dose LPS largely clustered into 2 subpopulations labeled as M_L1_ and M_L2_ (Figure 4, A–C), corresponding to the Ly6C^+^ and Ly6C^++^ monocytes, respectively, confirming our previous studies that subclinical-dose LPS preferentially primes and expands inflammatory monocytes. 

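The 4937 cells of the 8 libraries were clustered together on 2000 variable genes, scaled within each library, from which the genes named in the text were left out. Of the 16 clusters, 4 scored higher for macrophage markers such as Msr1, Fcgr1 and Adgre1 than for markers of classical monocytes such as F13a1, Vcan and Ly6c2, in comparison with the other clusters of monocytes and macrophages, and are called macrophage-like here. In 3 of them the macrophage markers were on average about as high as in those other clusters. Another 2 scored higher for the markers of classical monocytes and are called Ly6C-high-like. No marker of classical monocytes is among the 10 leading genes of the larger of them, although 8 of these markers were higher there, and Cd74, H2-Ab1, H2-Aa and H2-Eb1 lead it as well as a dendritic-like cluster. Compared with all other cells, the mean log2 fold of its markers was 0.21 for classical monocytes and −0.18 for dendritic cells. These classes stand in for M_L1_ and M_L2_, since the cell assignments behind Figure 4A are not used here. The markers were fixed before the data were examined, and the rule that joins them to clusters was set after the clusters were seen and changed once the names it first gave were known, before genes were tested between classes. Under its first version, the larger Ly6C-high-like cluster (471 cells, led by genes such as Cxcl10, H2-Ab1 and Ifit3) had no class, and only the smaller one (151 cells) was Ly6C-high-like, with 51, 33 and 16 cells in WT LPS replicates 1 to 3. Results of Ly6C-high-like cells depend on this choice, and the alternative with the first version was run after the data were seen. Among WT LPS cells outside the neutrophil-like clusters, 43.4% ± 3.14 (SD, n = 3) were macrophage-like and 23.9% ± 6.28 (SD, n = 3) were Ly6C-high-like. A further 19.7% ± 3.13 (SD, n = 3) fell into 2 clusters with cell cycle markers. Smaller groups carried markers of progenitors (5.04% ± 3.48, SD, n = 3) and dendritic cells (4.12% ± 3.23, SD, n = 3). The macrophage-like share moved most with the clustering, to 30.8% at a resolution of 0.4 in place of 0.8, where 14.4% of these cells lay in clusters without a class against 3.28%. Shares were not compared with those of WT PBS cells, because genes that differ with LPS had a part in forming the clusters.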

Confirming our flow cytometry analysis of key cellular protein targets, both Ly6C^+^ M_L1_ and Ly6C^++^ M_L2_ populations expressed higher levels of key inflammatory mediators, such as *Ccr2*, *Ccr5*, *Spp1*, *Cd72,* and *Cd74*, as well as signature inflammatory transcription factors, such as *Stat1*, *Stat5,* *Irf1*, *Irf5*, *Irf7*, and *Aif1*, as compared with naive monocytes. 

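Over all WT cells outside the neutrophil-like clusters, 5197 of 10999 genes differed between LPS and PBS, 2687 of them higher and 2510 lower with LPS, and 5102 of the 5197 moved the same way in the 3 pairs of equal replicate number. Without the batch term, 2119 genes passed the same threshold. Cd72 (chromosome 4, 43446462 to 43454628) had 176 ± 160.1 CPM (SD, n = 3) in WT LPS and 25.7 ± 26.4 CPM (SD, n = 2) in WT PBS, a log2 fold change of 3.38 (standard error 0.14, adjusted p = 8.21e-06 by edgeR with Benjamini-Hochberg adjustment). Its spread follows the batches, and its log2 ratio was 3.61 and 3.52 in the first-batch pairs and 3.02 in the second-batch pair. Irf7 (chromosome 7, 141262706 to 141266481) rose from 21.1 ± 12.1 CPM (SD, n = 2) to 466 ± 153 CPM (SD, n = 3), a log2 fold change of 4.32 (standard error 0.40, adjusted p = 0.000202 by edgeR with Benjamini-Hochberg adjustment). Ccr2 (chromosome 9, 124101950 to 124113557) rose from 256 ± 181 CPM (SD, n = 2) to 718 ± 29.3 CPM (SD, n = 3), with a log2 fold change of 2.01. Aif1 changed by 1.45, Cd74 by 1.03 and Irf5 by 0.59 on the log2 scale. These 6 genes passed the threshold, with adjusted p between 8.21e-06 and 0.00686 from the same edgeR test. Spp1 (log2 fold change 0.26, adjusted p = 0.0924), Irf1 (0.29, 0.0889), Stat5a (0.19, 0.218) and Stat5b (−0.06, 0.644) did not pass it in the edgeR test with Benjamini-Hochberg adjustment. Spp1 passed it in 2 of 18 alternatives, without WT LPS replicate 2 (0.36, adjusted p = 0.0325 by edgeR with Benjamini-Hochberg adjustment, against 0.0210 to 0.289 over the alternatives) and without cycling-like cells. Stat5a passed it in 3 of 18, without WT PBS replicate 3 (0.33, 0.0396), without WT LPS replicate 3 (0.33, 0.0381) and in the first batch only, with 0.0381 to 0.564 over the alternatives. These whole-library values include any change in the mix of cell classes.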

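The cells of each class were then summed per WT LPS library and compared with all WT PBS cells outside the neutrophil-like clusters. Of 10557 genes, 2317 differed for macrophage-like WT LPS cells, 1241 of them higher, and without the batch term 628 did. Leaving out WT PBS replicate 2 gave 1389 genes. Of 10449 genes, 5022 differed for Ly6C-high-like WT LPS cells, 2513 of them higher, and without the batch term 3317 did. Both comparisons set 1 class against a mixture that was mostly macrophage-like, so they hold differences between classes as well as differences between treatments. The clusters were also formed on other genes of the same cells, and adjusted p values of classes are not free of that choice. In macrophage-like WT LPS cells, 6 of 10 mediator and transcription factor genes were higher (counting Stat5a and Stat5b), with adjusted p between 3.35e-06 and 0.0204 by edgeR with Benjamini-Hochberg adjustment. Their log2 fold changes were 4.86 for Irf7, 4.19 for Cd72, 2.00 for Aif1, 0.98 for Spp1, 0.72 for Irf5 and 0.60 for Irf1. Ccr2 (0.02, adjusted p = 0.979), Cd74 (−0.53, 0.180), Stat5a (−0.17, 0.447) and Stat5b (0.06, 0.762) did not pass the threshold of the edgeR test with Benjamini-Hochberg adjustment. Ccr2 passed it when replicate 3 of either treatment was left out, with 0.57 without WT PBS replicate 3 and 0.58 without WT LPS replicate 3. In Ly6C-high-like WT LPS cells, 8 of the 10 genes were higher, from 0.50 for Irf1 and 0.52 for Stat5a to 3.40 for Ccr2 and 4.69 for Irf7 on the log2 scale, with Cd74 at 1.97. Spp1 was lower there, with 333 ± 178 CPM (SD, n = 3) against 687 ± 77.9 CPM (SD, n = 2) in WT PBS, a log2 fold change of −0.92 (standard error 0.24, adjusted p = 0.0103 by edgeR with Benjamini-Hochberg adjustment). Stat5b did not pass the threshold (0.15, adjusted p = 0.403 by edgeR with Benjamini-Hochberg adjustment). With the clusters named by the first version of the rule, 4 of the 10 genes were higher in Ly6C-high-like WT LPS cells, Ccr2 (3.48), Irf7 (2.29), Irf5 (1.14) and Stat5a (0.83). Another 3 passed the threshold in the other direction, Cd72 (−3.09), Spp1 (−2.70) and Cd74 (−1.003), so the rises of Cd72 and Cd74 rest on the larger cluster.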

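The interferon-stimulated genes Ifit2, Ifit3 and Ifitm3 were higher than in all WT PBS cells in both classes of WT LPS cells. Ifitm3 (chromosome 7, 141009586 to 141010770) had 396 ± 85.5 CPM (SD, n = 2) in WT PBS, 2232 ± 141.5 CPM (SD, n = 3) in macrophage-like WT LPS cells and 4299 ± 266 CPM (SD, n = 3) in Ly6C-high-like WT LPS cells. Its log2 fold changes were 2.52 (adjusted p = 1.86e-05) and 3.57 (6.12e-07) by edgeR with Benjamini-Hochberg adjustment. Ifit2 changed by 3.47 and 3.25 and Ifit3 by 3.41 and 4.19 on the log2 scale, in the same order. Ifngr1, the gene of an interferon-γ receptor subunit, was higher in Ly6C-high-like cells (0.70, adjusted p = 0.000251) but not in macrophage-like cells (−0.15, 0.243) by edgeR with Benjamini-Hochberg adjustment. Over all WT cells, Ifngr1 had a log2 fold change of −0.03 (adjusted p = 0.773 by edgeR with Benjamini-Hochberg adjustment). Of a list of 30 interferon-stimulated genes, 30 were higher with LPS over all WT cells, with a median log2 fold change of 2.69 (adjusted p = 1.61e-34 over 3 lists by camera with a preset correlation of 0.01, and 0.00406 by fry). With the clusters named by the first version of the rule, Ifitm3 (3.48) and Ifngr1 (1.01) were still higher in Ly6C-high-like cells, and Ifit2 (−0.35) and Ifit3 (0.28) did not pass the threshold. Interferon-stimulated genes were left among the variable genes, apart from those named in the text, and so had a part in forming the clusters.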

Polarized inflammatory Ly6C^+^ M_L1_ and Ly6C^++^ M_L2_ monocytes by subclinical low-dose endotoxin also preferentially expressed interferon-stimulated genes (*Ifit2*, *Ifit3*, *Ifitm3*, *Ifngr1*, etc.) (Figure 4C), resembling recently identified key features of inflammatory arterial monocyte/macrophage subsets collected from experimental atherosclerotic mice (36). Elevated expression of *Cd74* and *Aif1* has also been reported in inflammatory monocytes/macrophages collected from atherosclerotic plaques of human patients (37, 38). 

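Macrophage-like and Ly6C-high-like WT LPS cells of the same library were compared, with the library as a block, and 3512 of 9630 genes differed, 1746 of them higher in macrophage-like cells. DESeq2 called 1727 genes, the edgeR test without the block 1607, and the edgeR test without WT LPS replicate 2 called 2276. C5ar1 (chromosome 7, 16246743 to 16259540) had 217 ± 14.4 CPM (SD, n = 3) in macrophage-like and 86.8 ± 5.87 CPM (SD, n = 3) in Ly6C-high-like WT LPS cells, a log2 fold change of 1.22 (standard error 0.13, adjusted p = 4.93e-05 by edgeR with Benjamini-Hochberg adjustment). Spp1 differed by 1.90 and Cd72 by 1.81 on the log2 scale, both higher in macrophage-like cells, with adjusted p between 5.72e-06 and 0.000988 from the same edgeR test. Aif1 differed by 0.25 and did not pass the threshold (adjusted p = 0.158 by edgeR with Benjamini-Hochberg adjustment), which it passed in 2 of 11 alternatives, without WT LPS replicate 3 (0.19, 0.0154) and with the clusters named by the first version of the rule (1.74, 7.09e-07), with 7.09e-07 to 0.529 over the alternatives. Ccr2 had 1704 ± 30.7 CPM (SD, n = 3) in Ly6C-high-like and 176 ± 13.1 CPM (SD, n = 3) in macrophage-like cells, a log2 fold change of −3.37 (standard error 0.15, adjusted p = 1.69e-07 by edgeR with Benjamini-Hochberg adjustment). Cd74 (chromosome 18, 60803848 to 60812652) followed with −2.51. It leads the larger Ly6C-high-like cluster together with H2-Ab1, H2-Aa and H2-Eb1, which were not left out of the clustering as Cd74 was. The difference in Cd74 may therefore not be free of how the clusters were formed. With the clusters named by the first version of the rule, 3373 genes differed, C5ar1 (2.59), Spp1 (3.63) and Cd72 (7.20) were higher in macrophage-like cells, Ccr2 (−3.47) was lower, and Cd74 (0.46) did not pass the threshold. Ly6c2 is among the markers that named the clusters, so its difference between the classes is not reported, and Ly6c1 had at most 0.367 CPM in a WT LPS library.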

Although both subsets exhibit similar low-grade inflammatory features, Ly6C^+^ M_L1_ monocytes have higher expression of *C5ar1*, *Ccr5,* *Cd72*, *Spp1*, and *Aif1*, while Ly6C^++^ M_L2_ monocytes have higher expression of *Cd74*, *Ccr2*, and *Ly6c*. In addition to the low-grade inflammatory characteristics, elevated *Spp1* expression observed in the our M_L1_ subset was recently documented on aortic intima monocytes/macrophages promoting foam cell formation (39–41). The Ly6C^++^ M_L2_ monocytes better resemble the inflammatory monocytes/macrophages observed in vivo with higher expression of CCR2 (42). On the other hand, we found that super-low-dose LPS potently reduced the expression of selected antiinflammatory mediators such as *Cd200r*, as well as key genes involved in pexophagy, such as *Pex5* (Figure 4C). 

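Cd200r1 (chromosome 16, 44765736 to 44794978) encodes the CD200 receptor. Over all WT cells outside the neutrophil-like clusters, it had 70.5 ± 2.47 CPM (SD, n = 2) with PBS and 48.3 ± 4.54 CPM (SD, n = 3) with LPS, a log2 fold change of −0.48 (standard error 0.08, adjusted p = 0.00253 by edgeR with Benjamini-Hochberg adjustment). Pex5 (chromosome 6, 124396816 to 124415067) encodes a receptor for peroxisome import. It had 24.3 ± 4.22 CPM (SD, n = 2) with PBS and 13.3 ± 3.96 CPM (SD, n = 3) with LPS, a log2 fold change of −0.90 (standard error 0.13, adjusted p = 0.00114 by edgeR with Benjamini-Hochberg adjustment). Each WT LPS library was below each WT PBS library for both genes, a pattern that chance gives to 10% of genes in 3 libraries against 3, and to 20% with WT PBS replicates 1 and 2 as 1 sample, counting both directions. Without the batch term, Pex5 no longer passed the threshold (adjusted p = 0.0615 by edgeR with Benjamini-Hochberg adjustment), and over its 18 alternatives the adjusted p was between 3.52e-05 and 0.0615.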

Intriguingly, our scRNA-Seq revealed an additional separate Ly6C^++^ monocyte subset (M_L3_) (Figure 4C). 

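Cell cycle markers were among the leading genes of 2 clusters, such as Top2a in 1 of them and Tpx2 in the other. The larger, with 395 cells of all libraries, held 82, 61 and 86 cells of WT LPS replicates 1 to 3. Compared with the other clusters of monocytes and macrophages, its mean log2 fold was 1.97 for Ly6C-high markers and −2.85 for macrophage markers. The other, with 270 cells, scored higher for macrophage markers (−0.05) than for Ly6C-high markers (−1.84), and neither list was higher there than in those clusters. Both are called cycling-like here, and cycle phases were not called cell by cell.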

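Cycling-like and Ly6C-high-like WT LPS cells of the same library were compared, with the library as a block, and 4324 of 9402 genes differed, 2179 of them higher in cycling-like cells. DESeq2 called 2200 genes and the edgeR test without the block 2572. Cd14 (chromosome 18, 36725067 to 36726798) had 86.5 ± 24.5 CPM (SD, n = 3) in cycling-like and 258 ± 26.2 CPM (SD, n = 3) in Ly6C-high-like WT LPS cells, a log2 fold change of −1.70 (standard error 0.18, adjusted p = 2.93e-05 by edgeR with Benjamini-Hochberg adjustment). Inflammatory genes were lower as well, with log2 fold changes of −1.85 for Irf7, −1.56 for Aif1, −1.40 for Cd74, −1.06 for Ccr2, −2.60 for Ifit2 and −2.86 for Ifit3. Among 23 named genes tested, 17 were lower and 1, Spp1 (0.62), was higher in cycling-like cells. In the cluster of cycling-like cells with Ly6C-high markers alone, Spp1 fell by 0.21 on the log2 scale and did not pass the threshold. With the clusters named by the first version of the rule, 2349 genes differed. Cd14 (−0.59) and Ccr2 (−1.21) were still lower in cycling-like cells, Cd74 was higher (1.51), and Irf7 (0.33), Aif1 (−0.12), Ifit2 (0.76) and Ifit3 (0.62) did not pass the threshold. Cell cycle genes are not reported for this comparison, because they formed the clusters.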

Compared with the classical inflammatory CD14^+^Ly6C^++^ monocytes, the Ly6C^++^ M_L3_ cells were less inflammatory, expressed less CD14, and possessed proliferative genes based on scRNA-Seq and Gene Ontology (GO) gene enrichment analysis (Figure 4C and Supplemental Figures 6 and 7). Our data complement previous studies that reported the presence of a certain less defined subset of Ly6C^++^ monocytes in vivo, which may be antiinflammatory and have limited proliferative potential (43, 44).

We further performed flow cytometry–based analyses and confirmed the presence of CD14^hi^Ly6C^++^ and CD14^lo^Ly6C^++^ monocytes (Supplemental Figure 8). We found that LPS treatment preferentially expanded the population of inflammatory CD14^hi^Ly6C^++^ classical monocytes by 3-fold (Supplemental Figure 8). In contrast, *Tram^−/−^* monocytes constitutively exhibited reduced levels of inflammatory CD14^hi^Ly6C^++^ population as compared with control WT monocytes (Supplemental Figure 8). LPS failed to expand the inflammatory CD14^hi^Ly6C^++^ population in *Tram^−/−^* monocytes. On the other hand, the percentages of CD14^lo^Ly6C^++^ population comparing WT and *Tram^−/−^* monocytes were comparable and were not significantly altered by LPS. 

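How far PBS and LPS cells of a genotype mix was measured as the share of each cell's 30 nearest neighbours that came from its own library, with equal cell numbers and 3000 UMIs per cell, where full mixing gives 50%. In the 4 WT pairs of the first batch, 85.3%, 83.4%, 84.5% and 81.2% of neighbours came from the cell's own library, and 87.3% in the WT pair of the second batch. Replicates of the first batch gave 50.3% for the pair with PBS and 50.7% for the pair with LPS. The Tram−/− PBS and LPS libraries gave 64.7% (95% exact binomial interval 61.6% to 67.7%, with the 480 cells of each library taken as independent), above the replicates and below the WT pairs of PBS and LPS. Without thinning of the UMIs the value was 68.1%. Both replicate pairs come from the first batch, and no pair of the same treatment from different batches was measured. The value of the Tram−/− pair therefore cannot tell a response to LPS from a batch difference between its 2 libraries.

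**Figure D1:**
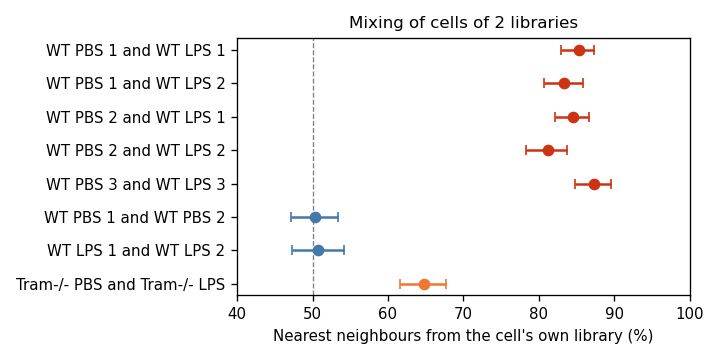
Percentage of nearest neighbours that come from the cell's own library, for pairs of libraries. Points are means over cells and bars are 95% exact binomial intervals with cells taken as independent. The dashed line at 50% marks full mixing. The Tram−/− pair at 64.7% lies between replicates of the first batch and WT pairs of PBS and LPS.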

Our scRNA-Seq analyses further confirmed LPS failed to polarize *Tram^−/−^* monocytes and showed that PBS or LPS-treated *Tram^−/−^* monocytes clustered together (Figure 4B). 

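For 26 genes, 25 of those named in the text or Figure 4 and Ticam2, the CPM of each Tram−/− library was set against the range of the 3 WT libraries of the same treatment. Under LPS, 19 of the 26 genes (73.1%) lay outside the WT range, 14 below and 5 above. Chance gives 50%, or 66.7% with WT LPS replicates 1 and 2, which share a batch, as 1 sample. These 2 libraries differed with a mean chi-square per gene of 9.18, against 59.4 and 50.6 from replicate 3. The genes below included Ifit2 (15.8 CPM against 65.5 to 338 in WT LPS), Ifit3 (15.8 against 119 to 294) and Ifitm3 (536 against 2452 to 2842). Sirpa (1272 CPM against 558 to 852) was above. Under PBS, 15 of the 26 genes (57.7%) lay outside the WT range, 9 below and 6 above, no more than the 66.7% that chance gives with WT PBS replicates 1 and 2 as 1 sample. Genotype and batch cannot be told apart in these comparisons.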

We compared representative genes among WT and *Tram^−/−^* monocytes stimulated with LPS. As shown in Figure 4D, as compared with the inflammatory clusters of WT monocytes challenged with LPS (M_L1_ and M_L2_), *Tram^−/−^* monocytes failed to express low-grade inflammatory mediators, such as *Ccr2*, *Ccr5,* *Cd74,* *Cd72*, and *Spp1*, as well as key transcription factors, such as *Irf1,* *Irf7,* *Stat1,* and *Stat5*.

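The WT values here are sums over macrophage-like and Ly6C-high-like WT LPS cells, set against all Tram−/− LPS cells outside the neutrophil-like clusters. Of 8 named genes (counting Stat5a and Stat5b), 6 were lower in the Tram−/− LPS library than in each of the 3 WT LPS libraries. Irf7 had 25.0 CPM against 501 to 836 CPM in WT LPS. Ccr2 had 365 CPM against 524 to 763, Cd74 550.3 CPM against 784 to 935, and Spp1 535 CPM against 753 to 1031. Irf1 had 36.0 CPM against 48.9 to 69.3, and Cd72 90.4 CPM against 99.2 to 501. Stat5a (18.7 CPM against 13.7 to 16.8) and Stat5b (31.3 CPM against 25.7 to 29.3) were higher. When the Tram−/− cells were limited to the same 2 classes, each of the 8 genes stayed on the same side of the WT range. This limit does not hold the mix of the 2 classes fixed. Ly6C-high-like cells gave 806879 of the 6104107 UMIs in Tram−/− LPS. They gave 2602617 of 6887215, 2096446 of 6015250 and 1224232 of 5195748 UMIs in WT LPS replicates 1 to 3. Ccr2 and Cd74 were higher in Ly6C-high-like than in macrophage-like WT LPS cells, so their lower values here may come from that mix. Against all WT LPS cells outside the neutrophil-like clusters, Cd72 and Stat5a lay within the WT range. Each of the 8 genes had UMIs in the Tram−/− LPS library, and none was undetected.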

In contrast, *Tram^–/–^* monocytes constitutively expressed higher levels of antiinflammatory mediator *Cd200r* as well as pexophagy molecule *Pex5*. 

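Cd200r1 had 85.2 CPM in the Tram−/− LPS library (95% exact Poisson interval 79.1 to 91.6), above the 43.2 to 51.7 CPM of the 3 WT LPS libraries. With PBS it had 65.1 CPM (59.7 to 70.9) in the Tram−/− library, just below the 68.6 to 72.2 CPM of the 3 WT PBS libraries and within their counting error. Pex5 had 22.9 CPM in the Tram−/− library with LPS, above the 9.17 to 17.1 CPM of WT LPS, and also 22.9 CPM with PBS, within the 21.3 to 28.4 CPM of WT PBS.

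**Figure D2:**
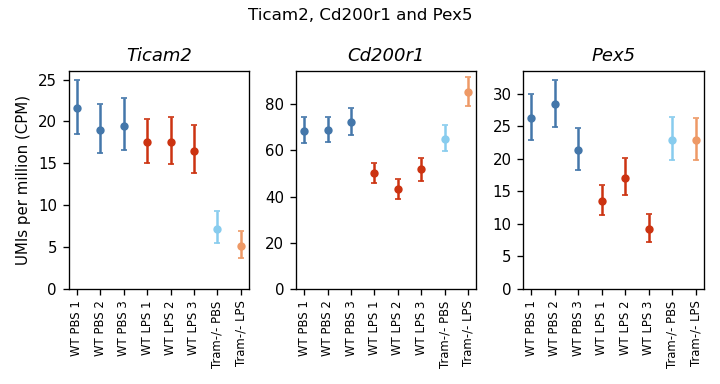
CPM of Ticam2, Cd200r1 and Pex5 in each of the 8 libraries, over cells outside the neutrophil-like clusters. Points are single libraries and bars are 95% exact Poisson intervals. With PBS, Cd200r1 at 65.1 CPM and Pex5 at 22.9 CPM in the Tram−/− library are not above the WT libraries.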

CD200R, an inhibitory receptor involved in reducing mitogen-activated protein kinase signaling, is crucial for sustaining immune homeostasis and counteracting monocyte/macrophage activation (45, 46). Given its potential significance in resolving inflammation, we further examined the protein levels of CD200R comparing WT and *Tram^−/−^* monocytes in vitro and in vivo. We observed that the resting levels of CD200R in *Tram^−/−^* monocytes were significantly higher as compared with WT monocytes cultured in vitro (Figure 4E). Furthermore, we observed that the levels of CD200R in *Apoe^−/−^* *Tram^−/−^* monocytes harvested from blood, BM, spleen, and aorta were all significantly higher as compared with those harvested from *Apoe^−/−^ Tram^+/+^* mice (Figure 4F). Our data revealed that TRAM deficiency not only blocked the polarization of low-grade inflammatory monocytes induced by subclinical-dose LPS but also gave rise to elevated expression of antiinflammatory resolving mediator CD200R.

### TRAM-deficient monocytes exhibit enhanced pexophagy and reduced intracellular ROS.

It has been reported that intracellular ROS can activate SRC (47) and that compromised fusion of lysosomes with peroxisomes can lead to the accumulation of intracellular ROS (48, 49). Given our finding that pexophagy mediator *Pex5* was reduced in monocytes by subclinical-dose LPS and that TRAM deficiency restored the expression of Pex5, we thus tested whether TRAM deficiency may restore the disrupted peroxisome homeostasis induced by subclinical-dose LPS. To test this, we further quantified the protein levels of crucial molecules involved in the normal pexophagy process, including PEX5 as well as its inducer, PPARγ. Consistent with the scRNA-Seq analysis, we observed that super-low-dose LPS reduced the expression of PEX5 and PPARγ protein levels in WT monocytes (Figure 5, A and B). In contrast, *Tram^−/−^* BMMs constitutively expressed significantly higher PPARγ and PEX5 proteins as compared with WT cells (Figure 5, A and B, and Supplemental Figure 9). Next, we examined peroxisome homeostasis with a focus on its ability to communicate with lysosome. For WT BMMs, LPS treatment potently disrupted peroxisome-lysosome fusion as compared with PBS treatment. In contrast, *Tram^−/−^* monocytes exhibited constitutively elevated fusion of peroxisome and lysosome as compared with WT monocytes (Figure 5C). Further, LPS failed to cause disruption of pexophagy in *Tram^−/−^* monocytes as compared with WT monocytes treated with LPS (Figure 5C). Because altered peroxisome homeostasis affected ROS generation, we determined the levels of intracellular ROS in BMMs through staining with an ROS-specific fluorescent probe followed by flow cytometry. WT BMMs programmed with LPS exhibited significantly elevated ROS level as compared with control WT cells cultured with PBS. In contrast, *Tram^−/−^* monocytes exhibited constitutively less ROS as compared with WT cells (Figure 5D). Collectively, our data unveil a mechanism of TRAM-dependent monocyte/macrophage polarization. With chronic subclinical endotoxemia, TRAM is involved in monocyte inflammatory polarization, at least partially through promoting peroxisome dysfunction and intracellular ROS accumulation, which subsequently activate c-SRC and STATs to alter the phenotype and function of monocytes/macrophages into a proinflammatory state conducive for exacerbated atherosclerosis.

### TRAM-deficient BMMs propagate attenuated inflammatory polarization to neighboring cells partially through elevated CD200R.

The immunological synapse formed between CD200R and its ligand, CD200, can mediate intercellular communication among myeloid cells, potentially propagating the antiinflammatory outcomes (46). Based on our finding that TRAM deficiency caused marked elevation of CD200R on the surface of monocytes in vivo and in vitro, we further tested the hypothesis that the increased CD200R *Tram^−/−^* monocytes may propagate inflammation resolution to neighboring cells. To test this, we established a coculture system, in which WT or *Tram^−/−^* BMMs (CD45.2^+^) were used as donor cells to incubate together with recipient BMMs from B6 SJL mice (CD45.1^+^). Before coculture, the donor cells were transfected with either CD200R siRNA or control siRNA, and flow cytometry analysis validated that CD200R expression on the surface of donor BMMs was significantly diminished by CD200R siRNA (Supplemental Figure 10). After coculture for 2 days, the surface phenotype of CD45.1^+^ recipient BMMs was examined, with representative inflammatory molecules (CCR2, SIRP-α) and resolving molecule CD200R as the readouts for polarization. The recipient BMMs cocultured with *Tram^−/−^* donor cells exhibited significantly reduced CCR2 and SIRP-α expressions but increased CD200R expression as compared with those cocultured with WT donor cells, indicating that *Tram^−/−^* BMMs were able to transduce their antiinflammatory resolving phenotype to the neighboring cells. Importantly, CD200R knockdown in *Tram^−/−^* donor cells resulted in marked alleviation of recipient cell polarization (Figure 6A). To further determine whether cell-cell contact may be involved for the polarization of neighboring cells, we placed Transwell inserts to physically separate donor and recipient cells in the coculture system. In contrast to the direct coculture system, *Tram^−/−^* donor cells failed to reduce the expression of CCR2 and SIRP-α on recipient WT BMMs in the Transwell culture system without direct contact. *Tram^−/−^* donor cells also failed to restore the expression of CCR2 on recipient WT BMMs in the Transwell culture system (Figure 6B). Our data suggest that *Tram^−/−^* monocytes may potently propagate the resolving phenotype to neighboring cells through CD200R-mediated intercellular communication.

### Administration of TRAM-deficient monocytes in vivo potently reduces atherosclerosis.

Based on our results that TRAM deficiency potently reprograms monocytes into a resolving phenotype with propagating potential, we next tested whether TRAM-deficient resolving monocytes may exert antiatherosclerotic effects when transfused in vivo. *Apoe^−/−^ Tram^+/+^* mice were fed with HFD for 4 weeks and then transfused weekly for an additional 4 weeks with BMMs cultured from *Apoe^−/−^* *Tram^−/−^* mice or control *Apoe^−/−^ Tram^+/+^* mice. The recipient mice were supplemented with HFD during the whole process of the experiment, allowing the development of atherosclerosis. One week after the final cell transfer, the recipient mice were sacrificed for analysis. We observed that mice receiving the transfer of *Tram^−/−^* BMMs had over 40% decrease in plaque sizes and around 30% reduction in the lipid deposition area within atherosclerotic lesions as compared with the mice transfused with control BMMs (Figure 7, A and B, and Supplemental Figure 11A). Picrosirius red staining revealed that administration of *Apoe^−/−^* *Tram^−/−^* BMMs led to significantly higher levels of plaque collagen than *Apoe^−/−^ Tram^+/+^* BMMs (Figure 7C). Plasma cholesterol and triglyceride levels were also substantially decreased in the mice transferred with *Apoe^−/−^* *Tram^−/−^* BMMs as compared with those transferred with *Apoe^−/−^ Tram^+/+^* BMMs (Figure 7D and Supplemental Figure 11B). In addition, we measured key inflammatory mediators in the experimental mice and found that the mice administrated with *Apoe^−/−^* *Tram^−/−^* BMMs had significantly lower plasma levels of IL-1β, TNF-α, and MCP-1 and significantly increased level of TGF-β (Figure 7E). Together, our data revealed that adoptive transfer of *Tram^−/−^* monocytes can effectively alleviate atherosclerosis progression and promote tissue homeostasis in vivo, suggesting a promising approach of immune cell therapy with resolving monocytes for treating atherosclerosis.

## Discussion

In this study, we demonstrate the reprogramming of resolving monocytes through TRAM deletion, which enabled not only the reduction of inflammatory mediators but also the elevation of resolving antiinflammatory mediators. Single-cell sequencing analyses coupled with mechanistic examination revealed constitutively enhanced pexophagy and cellular homeostasis due to TRAM deficiency that underlie the generation of resolving monocytes. Our study further shows the intriguing potential of resolving monocytes in propagating homeostasis and reducing the pathogenesis of atherosclerosis.

Our findings complement and extend previous studies in the emerging field of innate immune memory and programming dynamics. Dependent upon the signal strength and duration of innate challenges, monocytes/macrophages are known to adopt distinct activation states, such as priming and tolerance (50). While prolonged stimulation of monocytes with higher doses of LPS can lead to compensatory antiinflammatory tolerance (51, 52), persistent challenge with subclinical super-low-dose LPS fails to induce tolerance (53). Subclinical super-low-dose endotoxemia is prevalent in humans and experimental animals with chronic diseases due to compromised mucosal barrier and has been associated with the pathogenesis of atherosclerosis (4, 19, 54). Although the principle of priming was appreciated, previous studies were limited in scope and precision due to the lack of single-cell analysis. Capitalizing on these findings, our current study further clarified the low-grade inflammatory landscape of primed monocytes subjected to the persistent challenge of pathologically relevant subclinical-dose LPS with single-cell precision. Our data define the generation of intermediate Ly6C^+^ M_L1_ and classical Ly6C^++^ M_L2_ inflammatory monocytes in vitro by sustained challenge of subclinical low-dose endotoxin, consistent with the in vivo expansion of these monocyte subsets under atherosclerotic conditions. 

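The comparison of WT LPS classes with all WT PBS cells was repeated with WT PBS cells of the same class alone, an alternative chosen after the data were seen. For macrophage-like cells 2517 genes then differed, and for Ly6C-high-like cells 641, where each WT PBS library held between 45 and 61 such cells. Within macrophage-like cells, Ccr2 changed by 3.38 (adjusted p = 0.00104) and Cd74 by 2.56 (0.000600) on the log2 scale by edgeR with Benjamini-Hochberg adjustment. Within Ly6C-high-like cells, Cd74 was lower, with −0.71 (adjusted p = 0.0313 by edgeR with Benjamini-Hochberg adjustment). Irf1, with −0.20, and Ifngr1, with −0.017, did not pass the threshold. The 8 genes called higher in Ly6C-high-like WT LPS cells than in all WT PBS cells were followed over 18 alternatives. Direction and call held in 18 for Ccr2 and Irf7, 17 for Irf5 and Aif1, 16 for Cd72, Cd74 and Irf1, and 12 for Stat5a. Of 25 named genes tested over all WT cells, 17 passed the threshold over all genes and 17 when adjusted over the list alone. The counts were 16 and 16 of 24 for macrophage-like and 21 and 21 of 24 for Ly6C-high-like WT LPS cells against all WT PBS cells. Part of these genes are shown in Figure 4 as differing in the study's own single-cell data. Others, such as those of CCR2 and SIRP-α, the study also examined for their roles in recruitment and efferocytosis. The list as a whole is thus not free of the data, and the count over it alone is not independent evidence.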

Consistent with previous observations (37, 38, 42), the Ly6C^+^ M_L1_ and Ly6C^++^ M_L2_ monocyte clusters induced by subclinical dose LPS primarily expressed inflammatory mediators involved in chemotaxis and adhesion (e.g., *Ccr2*, *Ccr5*, *Cd74*) as well as key transcription factors mediating inflammatory responses, such as STAT1/5, IRF1/7, and AIF1, without compensatory expression of antiinflammatory mediators. In contrast to higher dose LPS, which can induce antiinflammatory tolerance, subclinical-dose LPS potently suppressed selected antiinflammatory mediators, such as CD200R, within these inflammatory monocyte clusters.

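Against all WT PBS cells, Cd200r1 was lower in Ly6C-high-like WT LPS cells, with 34.4 ± 7.10 CPM (SD, n = 3) and a log2 fold change of −0.88 (standard error 0.13, adjusted p = 0.000463 by edgeR with Benjamini-Hochberg adjustment). In macrophage-like WT LPS cells it had 72.6 ± 9.72 CPM (SD, n = 3), with a log2 fold change of 0.15 (standard error 0.11, adjusted p = 0.388 by edgeR with Benjamini-Hochberg adjustment). Against macrophage-like WT PBS cells alone, the log2 fold change was −0.07 and did not pass the threshold either. For Ly6C-high-like cells against Ly6C-high-like WT PBS cells alone, Cd200r1 no longer passed it, and with the clusters named by the first version of the rule it did (−0.80).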

Our single-cell analysis also reveals several features of low-grade inflammatory monocytes programmed by subclinical-dose LPS. First, the general expression profiles included genes involved in lysosome functions as well as interferon-related genes, without robust induction of classical acute response cytokines such as *Tnfα*, reflecting their low-grade inflammatory polarization nature. 

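A list of 30 lysosome genes had a median log2 fold change of −0.38 between WT LPS and WT PBS libraries, with 3 genes called higher and 20 called lower (adjusted p over 3 lists 4.16e-05 by camera and 0.00349 by fry, Benjamini-Hochberg). The list was tested over all WT cells outside the neutrophil-like clusters and not within a class. Its values therefore include any change in the mix of cell classes. Tnf (chromosome 17, 35199381 to 35202007) had 5.31 ± 3.88 CPM (SD, n = 3) in WT LPS and 3.28 ± 1.15 CPM (SD, n = 2) in WT PBS, a log2 fold change of 0.76 (standard error 0.37, adjusted p = 0.123 by edgeR with Benjamini-Hochberg adjustment). It passed the threshold without WT PBS replicate 1 (1.32, adjusted p = 0.00924 by edgeR with Benjamini-Hochberg adjustment) and with neutrophil-like cells kept (1.09, 0.0276), with 0.00924 to 0.496 over its 18 alternatives. In macrophage-like WT LPS cells against all WT PBS cells, Tnf had a log2 fold change of 1.35 (adjusted p = 0.0305 by edgeR with Benjamini-Hochberg adjustment) at 7.53 ± 4.82 CPM (SD, n = 3). This call was lost in 11 of 17 alternatives, with adjusted p up to 0.196.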

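Between the Tram−/− PBS and LPS libraries, 52 of 3454 genes with at least 50 CPM in either library differed by more than 2-fold, 37 higher and 15 lower with LPS. The same count was between 271 and 426 in the 5 WT pairs of PBS and LPS within a batch, and 4 and 5 in the 2 pairs of replicates of the first batch. With a minimum of 20 CPM the Tram−/− count was 85, and with 100 CPM it was 28. In the Tram−/− pair, the log2 ratio of LPS to PBS was 2.05 for Cd72 and 1.15 for Aif1, with 95% exact intervals of the ratio above 1, against 3.61, 3.52 and 3.02 for Cd72 and 0.88, 0.99 and 2.38 for Aif1 in the WT pairs of replicates 1, 2 and 3. The list of 30 interferon-stimulated genes had a median log2 ratio of 0.74 in the Tram−/− pair, with 28 of 30 genes higher, and of 1.85, 2.39 and 3.46 in the WT pairs of replicates 1, 2 and 3. Of the 10000 random lists of genes of similar expression drawn for the Tram−/− pair, 100% had a lower median. Genes called at least 2-fold higher with LPS in WT had a median log2 ratio of 0.21 in the Tram−/− pair, where 223 of 356 were higher.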

We also observed that the polarizing effects of subclinical-dose LPS were absent in *Tram^−/−^* monocytes, consistent with the preferential role of TRAM adaptor in facilitating interferon regulatory factor–related gene expressions (55, 56). 

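Of a list of 25 peroxisome genes, 24 could be tested between WT LPS and WT PBS libraries. Their median log2 fold change was −0.07 and the mean −0.21, with 2 genes called higher and 9 called lower. The list did not pass the threshold by camera (adjusted p over 3 lists 0.0663, Benjamini-Hochberg) and passed it by fry (0.00406). Camera asks whether the list moved more than other genes, and fry whether its genes moved at all. Since many genes differed between the treatments, the call by fry does not set the peroxisome list apart from other genes. Pex5 itself was lower than in all WT PBS cells in both macrophage-like WT LPS cells (−0.79, adjusted p = 0.00213) and Ly6C-high-like WT LPS cells (−0.56, 0.0263) by edgeR with Benjamini-Hochberg adjustment. The call in Ly6C-high-like cells was lost in 9 of the 18 alternatives.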

Second, subclinical-dose LPS potently suppressed genes involved in peroxisome homeostasis, such as *Pex5*. This correlated with elevated intracellular ROS in LPS-polarized monocytes, which may further activate redox-sensitive SRC kinase responsible for the activation of STAT1/STAT5. 

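The Tram−/− libraries held 185 UMIs of Pex5 with PBS and 197 with LPS, a ratio of LPS to PBS of 0.998 in CPM (95% exact interval 0.813 to 1.23). In the WT pairs of replicates 1, 2 and 3, the ratio was 0.517 (0.416 to 0.641), 0.603 (0.488 to 0.741) and 0.431 (0.324 to 0.567). The list of peroxisome genes had a median log2 ratio of 0.03 in the Tram−/− pair, higher than 67.2% of random lists.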

Our data also identify TRAM as an important modulator involved in peroxisome homeostasis, since *Tram^−/−^* monocytes expressed constitutively higher levels of Pex5 and failed to downregulate Pex5 upon LPS challenge. Third, our single-cell analysis better characterizes the intermediate Ly6C^+^ M_L1_ and classical CD14^hi^Ly6C^++^ M_L2_ subsets of low-grade inflammatory monocytes generated by prolonged stimulation with subclinical-dose LPS. Although both subsets shared some general features as discussed above, there were some distinct differences. 

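Trem2 (chromosome 17, 48346401 to 48354147) had 1050.4 ± 401 CPM (SD, n = 3) in macrophage-like and 698 ± 208 CPM (SD, n = 3) in Ly6C-high-like WT LPS cells, a log2 fold change of 0.46 (standard error 0.15, adjusted p = 0.0299 by edgeR with Benjamini-Hochberg adjustment). It was higher in macrophage-like cells of each of the 3 libraries, and the call was lost in 4 of 11 alternatives. Over all WT cells, Trem2 was lower with LPS, with a log2 fold change of −0.67 (adjusted p = 0.00102 by edgeR with Benjamini-Hochberg adjustment).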

M_L1_ monocytes had preferential expression of *Ccr5*, *Cd72*, *Trem2*, and *Spp1*, while M_L2_ monocytes had higher expression of *Ccr2*, *Cd74*, and *Ly6c*. Although mechanisms responsible for their divergent polarization are not clear, their generation may represent coordinated low-grade inflammatory events relevant to the pathogenesis of chronic diseases such as atherosclerosis. Indeed, recent single-cell analyses with monocytes collected in vivo from atherosclerotic animals have identified distinct clusters of monocytes, with some clusters sharing features with inflammatory signatures such as *Ccr2* as well as interferon-stimulated genes, as well as clusters poised for foam cell formation with signature genes of *Spp1* and *Trem2* (41, 42). Recent studies with monocytes/macrophages collected from human atherosclerotic patients also reveal elevated expression of Cd74 (38). Our in vitro model with prolonged subclinical-dose LPS challenge presents a well-defined system for future mechanistic clarification of the ontogeny and stability of primed low-grade inflammatory monocytes, transition among these subsets, as well as their functional implications.

Our data confirmed that TRAM is an important mediator for the expansion of inflammatory monocytes, and TRAM deficiency can block LPS-induced generation of inflammatory CD14^hi^Ly6C^++^ monocytes. 

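Cycling-like cells made up 104 of the 549 Tram−/− PBS cells outside the neutrophil-like clusters (18.9%, 95% Clopper-Pearson interval 15.7% to 22.5%) and 90 of the 539 Tram−/− LPS cells (16.7%, 13.6% to 20.1%). The cycling-like cluster with Ly6C-high markers held 61 of them with PBS and 46 with LPS. The one that scored higher for macrophage than for Ly6C-high markers held 43 and 44.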

*Tram^–/–^* monocytes still retained the CD14^lo^Ly6C^++^ monocyte subset with elevated expression of cell cycle–related genes, which may correlate with an in vivo–observed Ly6C^++^ subset with antiinflammatory effects (43, 44). Our mechanistic observations reveal that TRAM facilitates the low-grade inflammatory monocyte polarization through reducing PPARγ-mediated PEX5 expression, leading to the disruption of pexophagy and induction of ROS. Our data further reveal that TRAM deletion not only attenuated the low-grade inflammatory monocyte polarization but also gave rise to a stable resolving monocyte state with constitutively elevated expression of PEX5 and PPARγ, as well as antiinflammatory mediator CD200R. *Tram*^–/–^ monocytes are constitutively antiinflammatory, which may explain the substantially reduced pathogenesis of atherosclerosis in *Tram*^–/–^ mice, likely due to the presence of resolving monocytes with elevated CD200R observed in vivo. Our data revealing distinct subsets of Ly6C^++^ monocytes (CD14^hi^ vs. CD14^lo^) are consistent with previous phenotypic observations reporting functional heterogeneity of Ly6C^++^ monocytes during the pathogenesis and regression of atherosclerosis (28, 43, 44). Future studies are required to better clarify their ontogeny, relative stability and plasticity, as well as functional involvements during the pathogenesis of atherosclerosis. Future systems studies with integrated genetic and pharmacological tools are also needed to better define signaling molecules in addition to TRAM involved in context-dependent reprogramming of monocytes.

The significance of resolving leukocytes in treating chronic diseases has been increasingly recognized (57–59). Contributing to this concept, our data reveal that resolving monocytes due to TRAM deletion can potently suppress the expression of chemokine receptor CCR2, thus preventing the recruitment of monocytes to atherosclerotic plaques. We demonstrate that resolving monocytes not only exhibit reduced CCR2 expression but also can proactively propagate its resolving nature to neighboring monocytes, potentially through cell-cell communication mediated by CD200R. At the translational level, our data reveal the novel potential of transfusing resolving monocytes with TRAM deletion in alleviating the pathogenesis of atherosclerosis.

We realize that the pathogenesis of atherosclerosis is highly complex, and the effects of monocytes/macrophages are not solely limited to tissue infiltration and inflammatory modulation. We and others previously reported that LPS treatment also leads to the downregulation of cholesterol efflux genes, such as ABCA1 (60, 61). Thus, elevated infiltration of CD14^hi^Ly6C^++^ inflammatory monocytes within atherosclerotic plaque tissues may further compromise cholesterol processing and alter plasma lipid composition. Inflamed circulating monocytes may also interact with endothelial cells and contribute to compromised vasculature integrity (10, 62). Future studies are needed to better define the relative contributions of various subsets of Ly6C^+^ inflammatory monocytes as well as patrolling Ly6C^lo^ monocytes during the complex process of atherosclerosis pathogenesis.

Collectively, our data characterize the nature of low-grade inflammatory monocytes primed by subclinical low-dose endotoxin relevant to the pathogenesis of atherosclerosis and define TRAM as a key bifurcation switch facilitating the polarization of low-grade inflammatory monocytes in vitro and in vivo. Deletion of TRAM potently gave rise to resolving monocytes potentially capable of propagating inflammation resolution and regression of atherosclerosis. Our observations help lay a conceptual foundation for future immunotherapies employing reprogrammed resolving monocytes to treat atherosclerosis.

## Methods

### Mice.

WT C57BL/6 mice, *Apoe^−/−^* mice, and B6 SJL mice were purchased from The Jackson Laboratory. *Tram^–/–^* mouse colony was provided by Holger Eltzschig (University of Texas Houston Medical School, Houston, Texas, USA). *Apoe^–/–^ Tram^–/–^* mice were obtained by crossing *Apoe^–/–^* mice with *Tram^–/–^* mice, all with C57BL/6 background. The mice were bred and maintained under specific pathogen–free conditions in the Association for Assessment and Accreditation of Laboratory Animal Care International–accredited animal facility at Virginia Tech. Both male and female mice between 8 and 10 weeks of age were used for experiments, and no sex-specific effects were observed.

### HFD feeding, adoptive transfer, and sample collection.

Age- and sex-matched *Apoe^−/−^ Tram^+/+^* mice and *Apoe^–/–^ Tram^–/–^* mice were fed with HFD for 8 weeks followed by sample collection. Adoptive transfer of cells was conducted as described previously (4). BM cells isolated from *Apoe^−/−^ Tram^+/+^* mice and *Apoe^–/–^ Tram^–/–^* mice were cultured in complete RPMI 1640 medium (containing 10% FBS, 2 mM l-glutamine, and 1% penicillin/streptomycin) supplemented with M-CSF (10 ng/mL) for 5 days, yielding BMMs. Age- and sex-matched recipient *Apoe^−/−^ Tram^+/+^* mice were fed with HFD for 4 weeks to induce atherosclerosis development, then were transfused with 3 × 10^6^ in vitro–generated BMMs through intravenous injection once a week for 4 weeks. The mice were continuously fed with HFD during the adoptive transfer regimen. One week after the last cell transfer, the mice were sacrificed, and tissues were harvested for subsequent analyses.

### Analyses of atherosclerotic lesions.

Histological analyses of atherosclerotic lesions were performed as previously described (4, 63, 64). Briefly, freshly frozen and optimal cutting temperature compound–embedded proximal aortic sections (10 μm) were fixed in 4% neutral buffered formalin followed by H&E staining. Oil Red O staining was performed using a kit (Newcomer Supply), and collagen staining was performed using the Picrosirius Red Stain Kit (Polysciences) according to the manufacturers’ instructions. For harvesting the proximal aorta, the mice were anesthetized with 1% isoflurane and perfused with 4% paraformaldehyde. The tissues surrounding the aortic tree were carefully removed under a dissection microscope. The samples were observed under a light microscope. The percentages of total lesion area, lipid deposition, and collagen composition were calculated.

### ELISA and determination of plasma lipids.

Plasma samples were collected from the mice treated as described above. The levels of IL-1β, TNF-α, MCP-1, and TGF-β were determined with ELISA kits purchased from R&D Systems. Total and free cholesterol levels were quantified with a kit purchased from MilliporeSigma, and triglyceride level was quantified with a kit purchased from BioVision. All assays were performed according to the manufacturers’ instructions.

### Analyses of monocyte phenotype in vivo.

Peripheral blood, BM, spleen, and aorta were harvested from the mice treated as described. Blood, BM, and spleen samples were disassociated with mechanical processes. Aorta samples were prepared according to the protocol described before (65) with modifications. Briefly, aortas were cut into small pieces and then transferred into an enzyme cocktail (in HBSS) containing 450 U/mL collagenase type I (Worthington), 250 U/mL collagenase type XI (MilliporeSigma), 120 U/mL hyaluronidase (MilliporeSigma), and 120 U/mL DNAse (MilliporeSigma) supplemented with 20 mM HEPES (MilliporeSigma). The samples were incubated at 37°C in an automated tissue dissociator (Miltenyi Biotec) for 60 minutes. The processed samples of all tissues were filtered through 70 μm cell strainers to obtain single-cell suspension, and red blood cells were lysed with ACK buffer (Thermo Fisher Scientific). The samples were incubated with anti-CD16/-CD32 antibodies (1:100 dilution, BD Biosciences, no. 553141) to block Fc receptors followed by staining with fluorochrome-conjugated anti-CD11b (1:200 dilution, BioLegend, no. 101226), anti-Ly6G (1:200 dilution, BioLegend, no. 127606), anti-Ly6C (1:200 dilution, BioLegend, no. 128018), anti-CCR2 (1:200 dilution, BioLegend, no. 150628), anti–SIRP-α (1:200 dilution, BioLegend, no. 144014), and anti-CD200R (1:200 dilution, BioLegend, no. 123916) antibodies. Propidium iodide (PI, MilliporeSigma) was added before flow cytometry to label dead cells. The surface phenotype of PI^–^Ly6G^–^CD11b^+^Ly6C^++^ monocytes and PI^–^Ly6G^–^CD11b^+^Ly6C^+^ monocytes was examined using FACSCanto II (BD Biosciences). The data were analyzed using FlowJo (Tree Star).

### Flow cytometry analyses of in vitro–primed BMMs.

BM cells isolated from WT C57BL/6 mice and *Tram^–/–^* mice were cultured in complete RPMI 1640 medium supplemented with M-CSF (10 ng/mL) in the presence of super-low-dose LPS (100 pg/mL) or PBS as described previously (12). Fresh LPS or PBS was added to the cell cultures every 2 days. After 5 days, BMMs were harvested, filtered through 70 μm cell strainers, and incubated with anti-CD16/-CD32 antibodies (1:100 dilution, BD Biosciences, no. 553141) to block Fc receptors. For surface phenotype analyses, the BMMs were stained with fluorochrome-conjugated anti-CD11b (1:200 dilution, BioLegend, no. 101226), anti-Ly6C (1:200 dilution, BioLegend, no. 128018), anti-CCR2 (1:200 dilution, BioLegend, no. 150628), anti–SIRP-α (1:200 dilution, BioLegend, no. 144014), and anti-CD200R (1:200 dilution, BioLegend, no. 123916) antibodies, and PI (MilliporeSigma) was added before flow cytometry. For detection of intracellular molecules, the cells were fixed and permeabilized using a transcription factor phospho buffer set (BD Biosciences), then stained with fluorochrome-conjugated anti–p-STAT1 (1:100 dilution, Cell Signaling Technology, no. 8009), anti–p-STAT5 (1:100 dilution, Thermo Fisher Scientific, no. 11-9010-42), anti–p-SRC (1:100 dilution, Thermo Fisher Scientific, no. 12-9034-42), or anti-PPARγ (1:50 dilution, Bioss Antibodies, no. bs-4590R-A488) antibodies. For detecting PEX5, the fixed and permeabilized cells were stained with primary rabbit anti–mouse PEX5 antibody (1:100 dilution, Proteintech, no. 12545-1-AP) followed by Alexa Fluor 647–conjugated goat anti–rabbit IgG (1:500 dilution, Thermo Fisher Scientific, no. A32733). Intracellular ROS level was determined with the method described previously (63). Briefly, 5 μM CellROX Green Reagent (Thermo Fisher Scientific) was added to BMM cultures 30 minutes before harvesting. The samples were examined using FACSCanto II, and the data were analyzed using FlowJo.

### Immunoblotting.

PBS- or super-low-dose LPS–primed BMMs from WT C57BL/6 mice and *Tram^–/–^* mice were prepared as described before (12). Total protein was extracted with RIPA buffer (Thermo Fisher Scientific) containing a protease inhibitor cocktail (MilliporeSigma) and then subjected to SDS-PAGE and transferred to a polyvinylidene difluoride membrane. The membrane was incubated with blocker (Bio-Rad) at room temperature for 1 hour and then incubated with primary anti-PPARγ (1:500 dilution, Santa Cruz Biotechnology, no. sc-7273), anti-PEX5 (1:500 dilution, Proteintech, no. 12545-1-AP), anti–p-STAT1 (1:500 dilution, Cell Signaling Technology, no. 9177), anti–p-STAT5 (1:500 dilution, Cell Signaling Technology, no. 9359), anti–p-SRC (1:500 dilution, Cell Signaling Technology, no. 2105), or β-actin antibody (1:1000 dilution, Cell Signaling Technology, no. 5125) overnight at 4°C, followed by incubation with HRP-conjugated anti–rabbit IgG (1:1000 dilution, Cell Signaling Technology, no. 7074) or anti–mouse IgG secondary antibody (1:1000 dilution, Cell Signaling Technology, no. 7076) for 1 hour at room temperature. Blots were developed by an ECL detection kit (Thermo Fisher Scientific).

### Single-cell sequencing and analysis.

BMMs harvested from WT C57BL/6 mice and *Tram^–/–^* mice programmed in vitro with either PBS or super-low-dose LPS were prepared as described before (12). cDNA libraries were generated from treated cells by using the 10x Genomics Chromium Single Cell 3′ Reagent Kits (version 3 Chemistry) and sequenced by Novogene on the Illumina HiSeq platform. 

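The 8 libraries hold between 536 and 672 cell barcodes each, 5046 in all. Between 6 and 27 barcodes per library had fewer than 200 genes, 109 in all.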

Approximately 1000 single-cell gel beads in emulsion per sample were prepared. The cDNAs of each sample were amplified for 12 cycles, quantified by Qubit, and quality checked by Bioanalyzer to verify the size distribution of cDNA samples (~400 bp) and subsequently used for library preparation. Indexed library samples following the successful passage of quality control by Tapestation were quantified by KAPA library quantification kit (Universal). Pooled library samples were sequenced by Novogene through paired-end sequencing on Illumina HiSeq 4000 platform, with the read length of 150 bp at each end plus 8 bp i7 index.

Raw sequencing data were analyzed using the Cell Ranger (version 3.1.0) with mouse reference genome and annotation (Cell Ranger reference version 3.3.0, mm10, Ensembl 93) from the 10x Genomics website (https://support.10xgenomics.com/single-cell-gene-expression/software). 

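The counts name genes by symbol. The positions of genes given here are those of GENCODE release M21 on GRCm38, the assembly also called mm10, whose annotation is another release than the one named for the counts. Cells had a median of 12202 to 16889.5 UMIs and 3331 to 3780.5 genes per library.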

Cell Ranger (version 3.0.2) was used to perform the alignment and mapping of sequenced reads, as well as the quantification of relative levels of gene expression. Quality control and data normalization were performed using the default pipeline of Seurat (version 3.1.4) in R (66), which filtered out doublets. Cells that had fewer than 200 unique genes were excluded; genes that existed in fewer than 3 cells were also removed. Approximately 2500 cells were retained and merged. 

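With cells of at least 200 genes kept and no other filter, the 8 libraries held 4937 cells, and 14822 genes were seen in at least 3 cells. The first-batch WT libraries held 2454 of these cells and the other 4 libraries 2483. Scrublet called 44 cells (0.891%) doublets, and they were kept unless stated. With cells limited to at most 10% mitochondrial UMIs, 3703 remained. The median mitochondrial percentage ranged from 3.94% in WT LPS replicate 3 to 9.68% in WT PBS replicate 1.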

Further, a small cluster of neutrophils expressing Ly6g was also excluded. 

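Clusters with neutrophil markers numbered 3 and held 625 of the 4937 cells (12.7%). Over all cells of a library, 10 neutrophil markers took 1.60%, 1.71% and 0.810% of UMIs in WT PBS replicates 1 to 3, 2.39%, 3.15% and 4.52% in WT LPS replicates 1 to 3, 1.53% in Tram−/− PBS and 2.23% in Tram−/− LPS. RNA released by such cells can enter other droplets. Over WT cells outside these clusters, the neutrophil gene S100a8 was higher with LPS, with a log2 fold change of 1.40 (adjusted p = 0.0125 by edgeR with Benjamini-Hochberg adjustment).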

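Cells were clustered in Seurat 5.3.0 on 20 principal components with 20 neighbours. Resolutions of 0.4 and 1.2 and scaling of all libraries together were tried as alternatives. A cluster of 303 cells led by mitochondrial genes was given no class and was kept in the sums over all cells.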

Dimensionality reduction was performed by principal component analysis, and cells were clustered through UMAP analysis. Gene enrichment GO analyses were performed as described (67, 68). The data set was deposited to the NCBI database under Gene Expression Omnibus accession GSE182237.

### Confocal microscopy.

PBS- or super-low-dose LPS–primed BMMs from WT C57BL/6 mice and *Tram^–/–^* mice were prepared as described before, and peroxisome-lysosome fusion was examined by confocal microscopy as previously reported (63). Peroxisomes were stained using SelectFX Alexa Fluor 488 peroxisome labeling kit (Thermo Fisher Scientific) according to the manufacturer’s instruction. Briefly, primed BMMs were rinsed with PBS, fixed with 4% paraformaldehyde, and permeabilized with 0.2% Triton X-100. The samples were blocked with 10% goat serum and stained with primary rabbit anti–mouse PMP70 antibody (1:1000 dilution), followed by staining with Alexa Fluor 488 goat anti–rabbit secondary antibody (1:1000 dilution). Paraformaldehyde, Triton X-100, goat serum, rabbit anti–mouse PMP70 antibody, and Alexa Fluor 488 goat anti–rabbit secondary antibody were all supplied in the kit. After extensive washing with PBS, the cells were then stained with Cy3 anti–LAMP1 antibody (1:1000 dilution; Abcam, no. Ab67283) to label lysosomes. The samples were mounted with antifade mountant (Invitrogen) and observed under an LSM 900 confocal microscope (ZEISS). Images were processed with ZEN lite (ZEISS).

### CD200R knockdown and coculture assay.

BM cells isolated from WT C57BL/6 mice and *Tram^–/–^* mice (CD45.2^+^) were cultured in 6-well plates with complete RPMI 1640 medium supplemented with M-CSF (10 ng/mL). Stock CD200R siRNA (Thermo Fisher Scientific), control siRNA (Thermo Fisher Scientific), and Lipofectamine reagent (Thermo Fisher Scientific) were diluted in Opti-MEM (Thermo Fisher Scientific), and siRNA was mixed with Lipofectamine reagent to transfect BM cultures (25 pmol siRNA/well). After 3 days, the cells were harvested, stained with anti-Ly6G (1:200 dilution, BioLegend, no. 127606) and anti-CD11b (1:200 dilution, BioLegend, no. 101226) antibodies, and labeled with PI. CD11b^+^Ly6G^–^PI^–^ cells were purified with SH800 cell sorter (Sony) to obtain donor BMMs. BM cells isolated from B6 SJL mice (CD45.1^+^) were cultured in 12-well plates (5 × 10^5^ cells/well) with complete RPMI 1640 medium supplemented with M-CSF (10 ng/mL) to serve as recipient cells. After 3 days, floating cells were removed, and adherent BMMs were cocultured with WT or *Tram^–/–^* donor BMMs (5 × 10^5^ cells/well) for an additional 2 days in the presence of M-CSF (10 ng/mL). Then the cells were harvested and stained with anti-CD45.1 (1:200 dilution, BioLegend, no. 110730), anti-CCR2 (1:200 dilution, BioLegend, no. 150628), anti–SIRP-α (1:200 dilution, BioLegend, no. 144014), and anti-CD200R (1:200 dilution, BioLegend, no. 123916) antibodies. The surface phenotype of CD45.1^+^ recipient BMMs was determined with flow cytometry.

### Transwell assay.

BM cells isolated from WT C57BL/6 mice and *Tram^–/–^* mice (CD45.2^+^) were cultured with complete RPMI 1640 medium supplemented with M-CSF (10 ng/mL) for 3 days. The cells were harvested, stained with anti-Ly6G (1:200 dilution, BioLegend, no. 127606) and anti-CD11b (1:200 dilution, BioLegend, no. 101226) antibodies, and labeled with PI. CD11b^+^Ly6G^–^PI^–^ cells were purified with SH800 cell sorter (Sony) to obtain donor BMMs. BM cells isolated from B6 SJL mice (CD45.1^+^) were cultured in 12-well plates (5 × 10^5^ cells/well) with complete RPMI 1640 medium supplemented with M-CSF (10 ng/mL) to serve as recipient cells. After 3 days, floating cells were removed, and Transwell inserts (Corning) were placed in some recipient cell cultures. WT or *Tram^–/–^* donor BMMs were added to the upper chambers of the Transwell inserts (5 × 10^5^ cells/well) or directly added to the recipient BMMs without Transwell inserts (5 × 10^5^ cells/well). After 2 days, the cells were harvested and stained with anti-CD45.1 (1:200 dilution, BioLegend, no. 110730), anti-CCR2 (1:200 dilution, BioLegend, no. 150628), anti–SIRP-α (1:200 dilution, BioLegend, no. 144014), and anti-CD200R (1:200 dilution, BioLegend, no. 123916) antibodies. The surface phenotype of CD45.1^+^ recipient BMMs was determined with flow cytometry.

### Statistics.

Statistical analyses were performed using Prism software (GraphPad). All data are expressed as means ± SEM, and the sample number for each data set is provided in figure legends. Comparisons between 2 groups were performed by using 2-tailed Student’s *t* test, and comparisons among multiple groups were carried out with 1-way ANOVA. *P* < 0.05 was considered statistically significant.

### Study approval.

All experimental procedures were approved by the Intuitional Animal Care and Use Committee of Virginia Tech in compliance with the US NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

## Author contributions

SG designed experiments, performed studies, analyzed data, generated figures and wrote the manuscript; YZ performed experiments; ZY performed experiments and analyzed the data; RL performed experiments; and LL designed experiments, supervised studies, and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
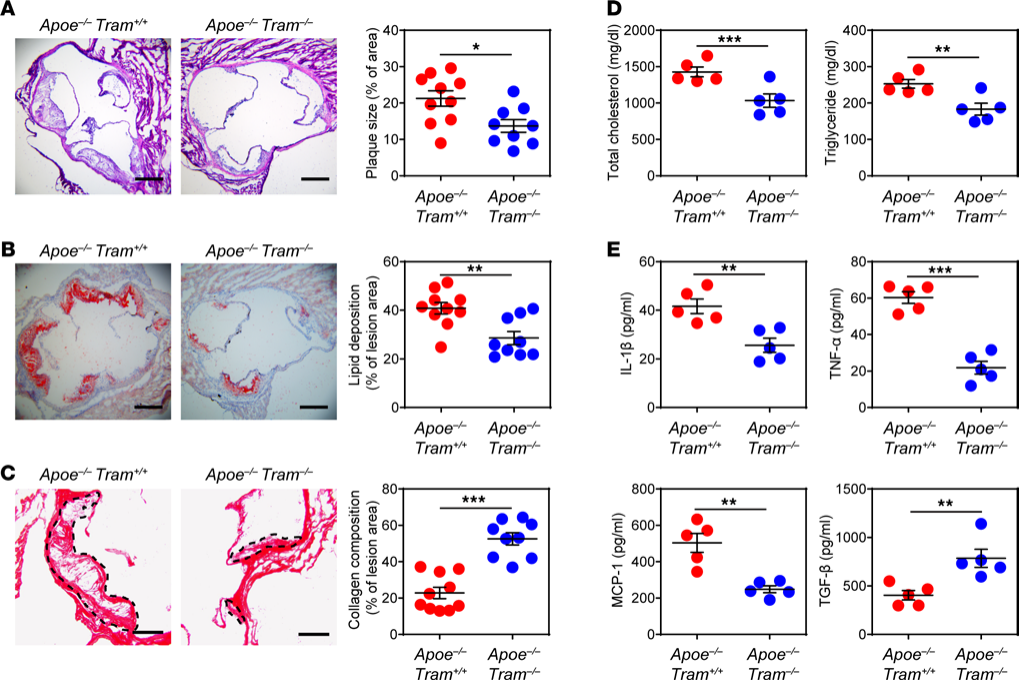
TRAM deficiency alleviates atherosclerosis development. *Apoe^−/−^ Tram^+/+^* mice and *Apoe^−/−^* *Tram^−/−^* mice were fed with HFD for 8 weeks. (**A**) Representative images of H&E-stained atherosclerotic lesions and quantification of plaque size demonstrated as the percentage of lesion area within aortic root area. Scale bar: 300 μm. (**B**) Representative images of Oil Red O–stained atherosclerotic plaques and quantification of lipid deposition within lesion area. Scale bar: 300 μm. (**C**) Representative images of Picrosirius red–stained atherosclerotic plaques and quantification of collagen content within lesion area. Scale bar: 100 μm. (**D**) Determination of total cholesterol and triglyceride levels in the plasma. (**E**) Determination of circulating IL-1β, TNF-α, MCP-1, and TGF-β levels by ELISA. Data are representative of 3 independent experiments, and error bars represent means ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001; Student’s 2-tailed *t* test (*n* = 5 to 10 for each group).

**Figure 2:**
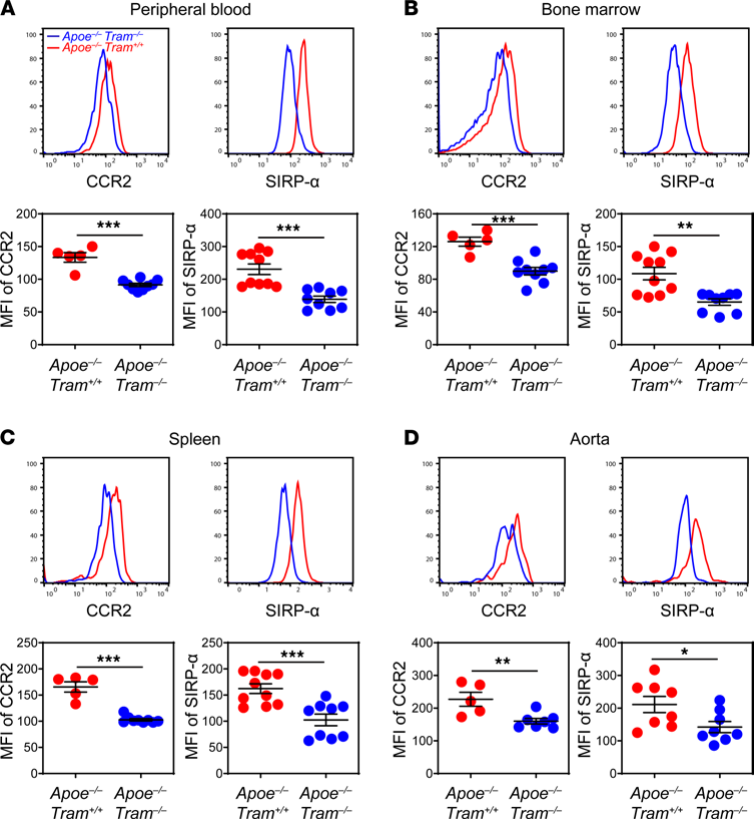
TRAM deficiency reduces monocyte inflammatory state in atherosclerotic mice. *Apoe^−/−^ Tram^+/+^* mice and *Apoe^−/−^* *Tram^−/−^* mice were fed with HFD for 8 weeks. Surface expressions of CCR2 and SIRP-α on CD11b^+^Ly6C^++^ monocytes in the peripheral blood (**A**), BM (**B**), spleen (**C**), and aorta (**D**) were examined by flow cytometry. Data are representative of 2 independent experiments, and error bars represent means ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001; Student’s 2-tailed *t* test (*n* = 5 to 10 for each group).

**Figure 3:**
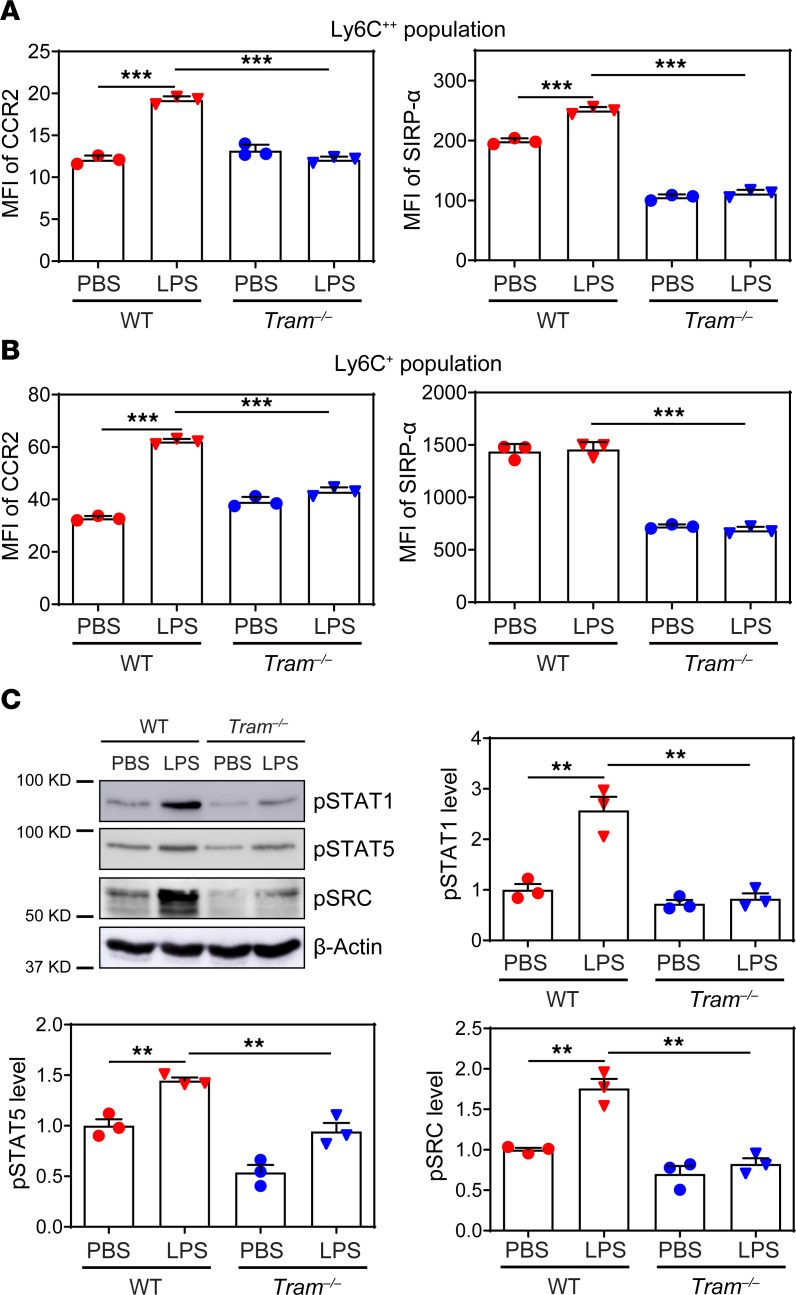
TRAM deficiency attenuates inflammatory polarization of BMMs in vitro. BM cells from WT C57 BL/6 mice and *Tram^−/−^* mice were cultured with M-CSF (10 ng/mL) in the presence of PBS or super-low-dose LPS (100 pg/mL) for 5 days. Surface expressions of CCR2 and SIRP-α on CD11b^+^Ly6C^++^ BMMs (**A**) and CD11b^+^Ly6C^+^ BMMs (**B**) were examined by flow cytometry. (**C**) The phosphorylation of STAT1, STAT5, and SRC in BMMs was examined by Western blotting, and relative levels were normalized to β-actin. Data are representative of 3 independent experiments, and error bars represent means ± SEM. **P < 0.01, and ***P < 0.001; 1-way ANOVA (*n* = 3 for each group).

**Figure 4:**
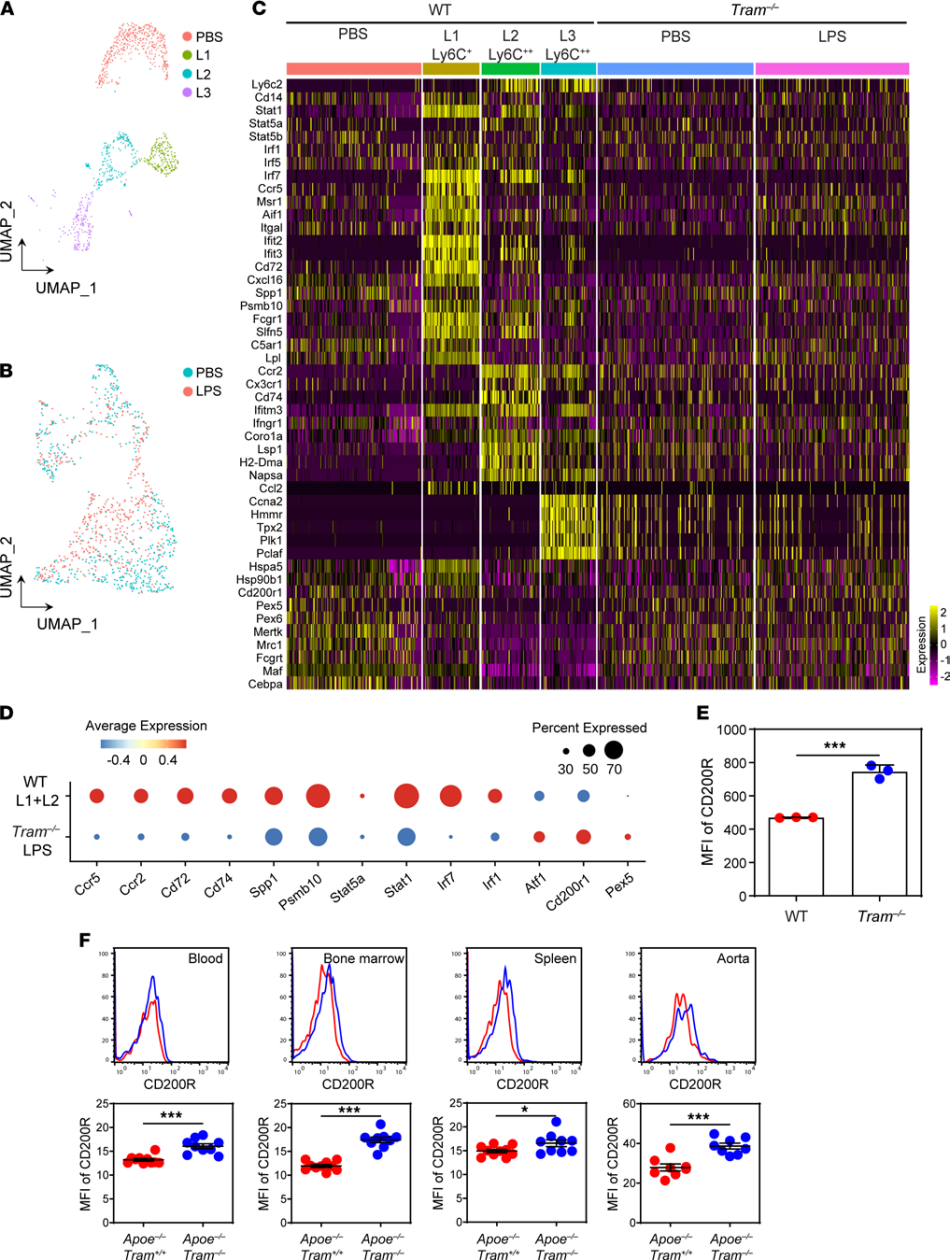
TRAM deficiency gives rise to resolving monocytes with elevated expression of CD200R both in vitro and in vivo. (**A** and **B**) Dimensionality reduction and clustering through uniform manifold approximation and projection (UMAP) of the scRNA-Seq data from WT (**A**) or TRAM monocytes (**B**) challenged with either PBS or 100 pg/mL LPS as we described in Methods. (**C**) Heatmaps showing representative genes differentially expressed in different clusters of monocytes challenged with subclinical-dose LPS. (**D**) Dot plot comparison of representative genes differentially expressed among LPS-treated WT versus *Tram^−/−^* monocytes. (**E**) BM cells from WT C57 BL/6 mice and *Tram^−/−^* mice were cultured with M-CSF (10 ng/mL) for 5 days. The surface expression of CD200R was analyzed and quantified by flow cytometry. (**F**) *Apoe^−/−^ Tram^+/+^* mice and *Apoe^−/−^* *Tram^−/−^* mice were fed with HFD for 8 weeks. Surface expression of CD200R on CD11b^+^Ly6C^++^ monocytes in the peripheral blood, BM, spleen, and aorta was examined by flow cytometry. Data are representative of 2 independent experiments, and error bars represent means ± SEM. *P < 0.05, and ***P < 0.001; Student’s 2-tailed *t* test (*n* = 3 to 10 for each group).

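The 8 libraries were compared gene by gene over cells outside the neutrophil-like clusters. The plot of named genes by library shows the spread between batches as well as between treatments. Ccr2 had 102 and 154 CPM in the first-batch WT PBS libraries, 384 CPM in the second-batch WT PBS library and 502 CPM in the Tram−/− PBS library.

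**Figure D3:**
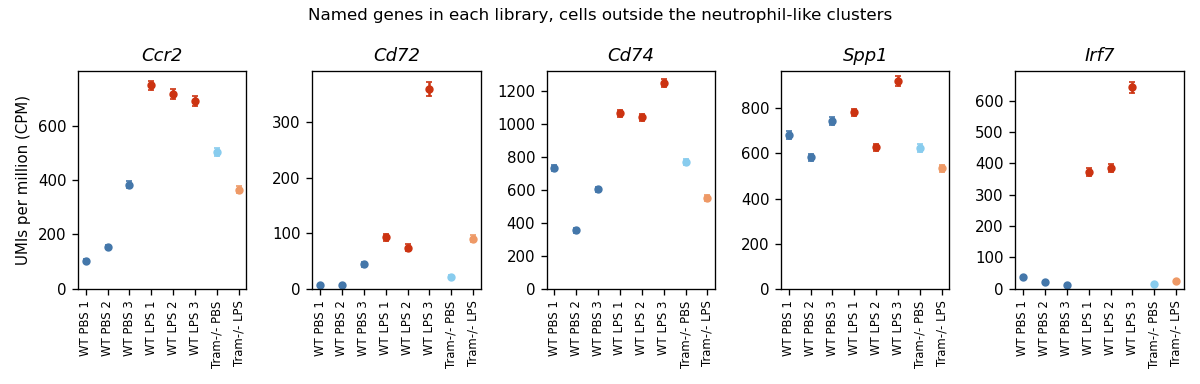
CPM of Ccr2, Cd72, Cd74, Spp1 and Irf7 in each of the 8 libraries, over cells outside the neutrophil-like clusters. Points are single libraries and bars are 95% exact Poisson intervals, and each vertical axis starts at 0. Ccr2 in the Tram−/− PBS library, at 502 CPM, lies above the 3 WT PBS libraries.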

**Figure 5:**
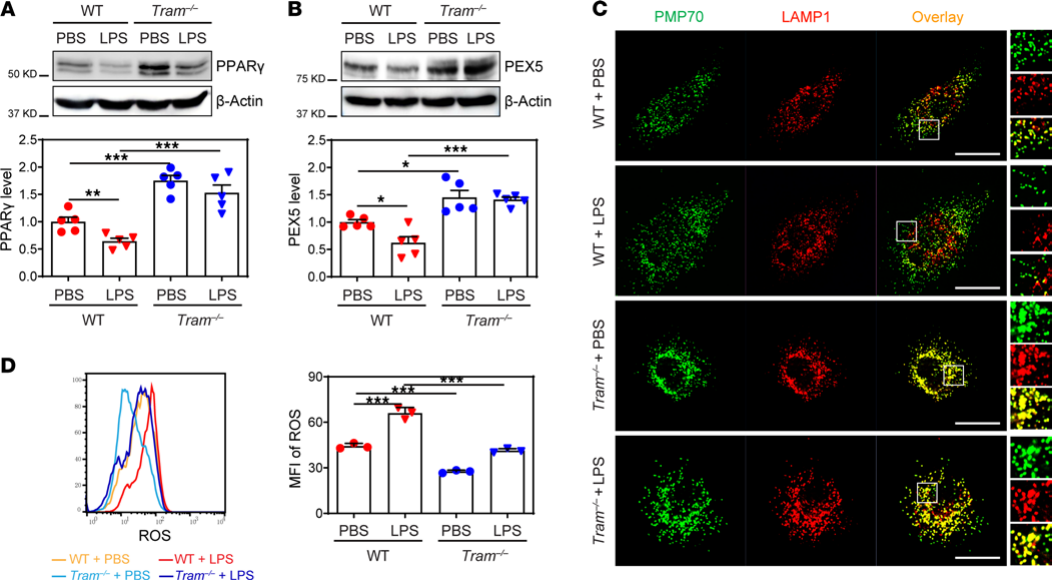
TRAM-deficient resolving monocytes exhibit enhanced peroxisome homeostasis. BM cells from WT C57 BL/6 mice and *Tram^−/−^* mice were cultured with M-CSF (10 ng/mL) in the presence of PBS or super-low-dose LPS (100 pg/mL) for 5 days. (**A** and **B**) Protein levels of PPARγ (**A**) and PEX5 (**B**) were examined by Western blotting, and relative expressions were normalized to β-actin. (**C**) BMMs were stained with anti-PMP70 and anti-LAMP1 antibodies, and the localization of peroxisomes and lysosomes was examined by confocal microcopy. Scale bars: 10 μm. Inset original magnification, 400×. (**D**) BMMs were labeled with CellROX, and ROS levels were quantified by flow cytometry. Data are representative of 3 independent experiments, and error bars represent means ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001; 1-way ANOVA (*n* = 3 for each group).

**Figure 6:**
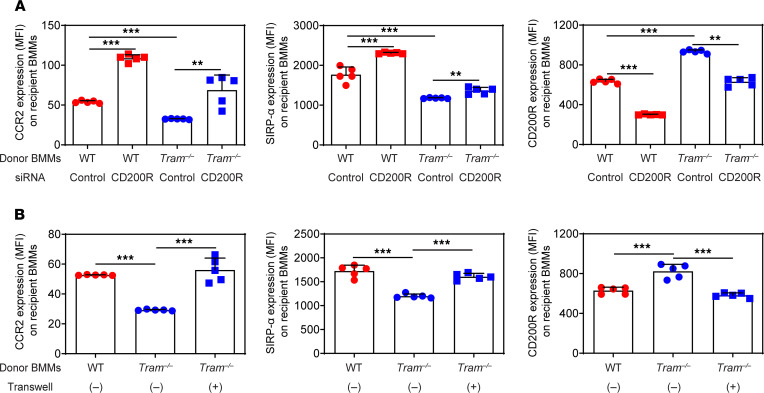
TRAM-deficient BMMs propagate its resolving nature to neighboring monocytes through CD200R. (**A**) BMMs prepared from WT C57 BL/6 mice and *Tram^−/−^* mice, which were both CD45.2^+^, were transfected with CD200R siRNA or control siRNA with Lipofectamine. The CD45.2^+^ donor cells were then cocultured with recipient BMMs prepared from B6 SJL mice, which were CD45.1^+^, for 2 days. Surface expressions of CCR2, SIRP-α, and CD200R on CD45.1^+^ recipient BMMs were examined by flow cytometry. (**B**) Donor BMMs were prepared from WT C57BL/6 mice and *Tram^−/−^* mice, and recipient BMMs were prepared from B6 SJL mice. The donor cells were either directly cocultured with recipient cells or cultured in the upper chamber of a Transwell insert with recipient cells in the lower chamber. After 2 days, surface expressions of CCR2, SIRP-α, and CD200R on CD45.1^+^ recipient BMMs were examined by flow cytometry. Data are representative of 3 independent experiments, and error bars represent means ± SEM. **P < 0.01, and ***P < 0.001; 1-way ANOVA (*n* = 5 for each group).

**Figure 7:**
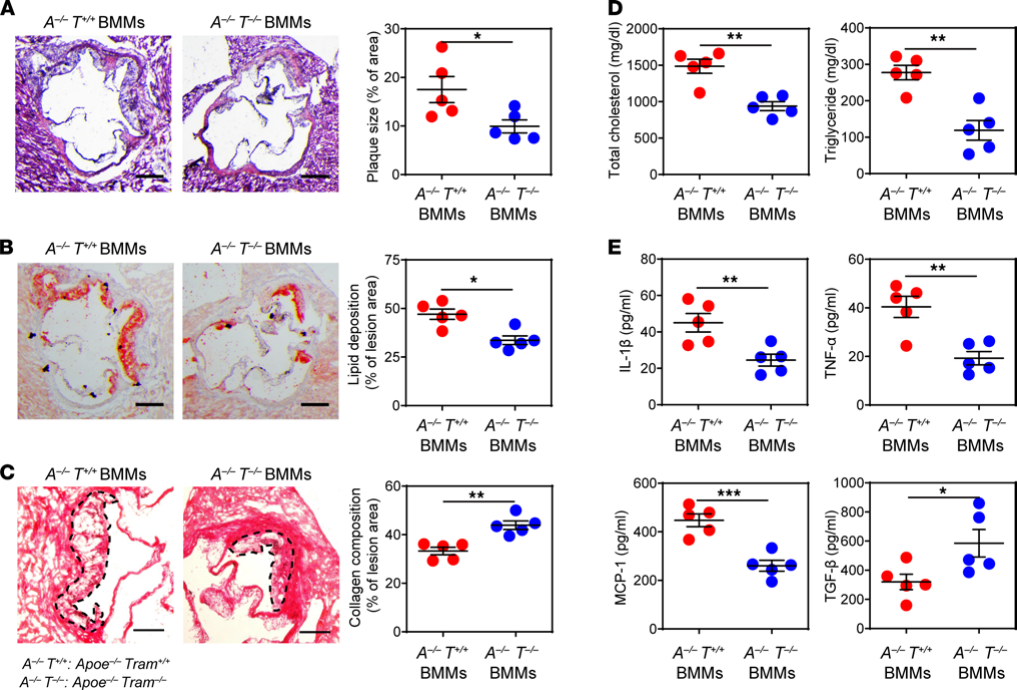
Transfusion of *Tram^−/−^* resolving monocytes ameliorates atherosclerosis. Recipient *Apoe^−/−^ Tram^+/+^* mice were first fed with HFD for 4 weeks. BMMs prepared from *Apoe^−/−^ Tram^+/+^* mice or *Apoe^−/−^* *Tram^−/−^* mice were adoptively transferred by intravenous injection to HFD-fed recipient mice (3 × 10^6^ cells per mouse) once a week for an additional 4 weeks. Samples were collected 1 week after the last BMM transfer. (**A**) Representative images of H&E-stained atherosclerotic lesions and quantification of plaque size demonstrated as the percentage of lesion area within aortic root area. Scale bar: 300 μm. (**B**) Representative images of Oil Red O–stained atherosclerotic plaques and quantification of lipid deposition within lesion area. Scale bar: 300 μm. (**C**) Representative images of Picrosirius red–stained atherosclerotic plaques and quantification of collagen content within lesion area. Scale bar: 100 μm. (**D**) Determination of total cholesterol and triglyceride levels in the plasma. (**E**) Determination of circulating IL-1β, TNF-α, MCP-1, and TGF-β levels by ELISA. Data are representative of 2 independent experiments, and error bars represent means ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001; Student’s 2-tailed *t* test (*n* = 5 for each group).

How the deposited data were processed for this re-analysis (not part of the article)

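Single-cell RNA sequencing was available for 8 libraries of bone marrow cells cultured with M-CSF: 3 of WT cells with PBS, 3 of WT cells with 100 pg/mL LPS, and 1 of Tram−/− cells with each treatment. PBS or LPS was given on days 0, 2 and 4, according to the study. Conditions, replicate numbers and batches were taken from the sample labels. WT replicates 1 and 2 belong to a first batch and WT replicate 3 to a second, and no batch is named for the Tram−/− libraries. The authors made the counts with Cell Ranger on mm10. Each file holds whole-number UMI counts of 31053 genes by cell barcode, before the filters that the study describes. Neither the study's cell assignments nor its supplement were used here.

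Cells with at least 200 genes were kept, and genes seen in at least 3 cells were used for clustering. No cell was removed for its mitochondrial share or as a doublet in the main analysis, and both filters were run as alternatives (at most 10% mitochondrial UMIs, and doublets called by Scrublet in scanpy 1.11.5). The median number of UMIs per cell was 13355 at the median of the 8 libraries, with a median of 3598.25 genes. The share of cells over 10% mitochondrial UMIs was 47.9%, 43.5% and 28.3% in WT PBS replicates 1 to 3, 17.8%, 17.4% and 3.97% in WT LPS replicates 1 to 3, 20.0% in Tram−/− PBS and 18.8% in Tram−/− LPS.

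Cells of all libraries were clustered in Seurat 5.3.0 (R 4.3.3) on 2000 variable genes, without the genes named in the study, at a resolution of 0.8. Clusters were named in 2 steps, from the mean log2 fold of the markers of a class. In step 1 each cluster was compared with all other cells, and cell types outside the series of monocytes and macrophages were named where the mean was at least 0.5 and above the means of macrophage, Ly6C-high and cycling markers. In step 2 the remaining clusters were compared with each other, and named cycling at a mean of at least 0.5 for cycling markers, and otherwise by the higher of the macrophage and Ly6C-high means, with no minimum. A cluster stayed without a name when at least 3 of its 10 leading genes were mitochondrial, when fewer than 3 markers of the class were more than 0.5 higher, when its leading genes held more markers of another class, or when it had few UMIs and no marker among its leading genes. The marker lists were fixed in advance and this rule was set after the clusters were seen. A first version compared each cluster with the mean of the other clusters for every class in 1 step, at a mean of at least 0.5. It left the larger Ly6C-high-like cluster (471 cells) without a name, with macrophage markers as the best match at 0.40. It was replaced after these names were seen, since neutrophil-like clusters weighed on the comparison, and before genes were tested between classes. The names of the other 15 clusters are the same under both. The lists of macrophage, Ly6C-high, cycling, neutrophil, progenitor, dendritic and mast or basophil markers each named at least 1 cluster, and the lists of lymphocyte, erythroid, osteoclast and stromal markers named 0. Several clusters also carried interferon-stimulated genes among their leading genes. Class sizes were not tested between conditions, because the classes were formed on cells of all conditions.

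UMIs were summed per library, and per class where classes were compared, outside the neutrophil-like clusters. Sums were compared with edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood F test), with the batch as a term for WT LPS against WT PBS and the library as a block for 2 classes of the same library, and a Benjamini-Hochberg adjusted p below 0.05 was the threshold. Lists of interferon-stimulated, lysosome and peroxisome genes, fixed in advance, were tested with camera (preset correlation 0.01) and fry in limma 3.58.1. The calls for the interferon-stimulated and lysosome lists held under both, and that for the peroxisome list was made by fry alone. Standard errors are those of the log2 fold changes from the edgeR fit. Some genes that the study names are not reported here. Leading genes of the comparisons between classes are not listed, since they formed the clusters.

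The tests were tried on simulated data. With 200 of 10999 genes raised or lowered 2-fold in simulated WT LPS libraries, 192 were recovered (96%) beside 14 false calls. With 200 of 9630 genes raised or lowered 2-fold between 2 simulated classes of each library, 151 were recovered (75.5%) beside 11 false calls. Genes with very low counts were not among those changed. The simulated sums held no difference between batches or libraries, so they do not try the batch term or the block. Far fewer genes changed in them than were called in the data. For the mixing of cells, simulated libraries with the same profile gave 50.0% of neighbours from the own library, and libraries with 200 genes changed 4-fold gave 94.8%.

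Replicate numbers could pair WT PBS and WT LPS libraries. The deviations of genes from their group means correlated across genes between libraries of equal number (r 0.32, 0.40 and 0.55 for replicates 1, 2 and 3). Libraries of unequal number in the first batch gave 0.33 and 0.34, and libraries of different batches −0.47 to −0.41, so the batch and not the number carried the correlation, and the batch was the term in the test. Genes are not independent replicates in these correlations. A fit with the replicate number as a block was run as an alternative. Other alternatives were DESeq2 1.42.0, no filter on low counts, no batch term or block, each library left out in turn, the first batch alone, other clustering resolutions, all libraries scaled together before clustering, and neutrophil-like cells kept. Chosen after the data were seen were the sum of WT PBS replicates 1 and 2 as 1 sample, WT PBS cells of the same class, macrophage-like, Ly6C-high-like and cycling-like cells only, cycling-like cells left out, cycling-like cells with Ly6C-high markers alone, clusters named by the first version of the rule, and sums thinned to the smallest total.

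For the Tram−/− libraries, CPM with exact Poisson intervals, ratios of CPM with exact binomial intervals, and medians of gene lists beside 10000 random lists matched in 20 bins of expression were computed in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). Log2 ratios of lists used 0.5 CPM added to both sides. Mixing of cells was measured on 20 principal components of 2000 variable genes in scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. The noise of sampling cells was measured by splitting the cells of 2 libraries at random 200 times, over genes with at least 20 counts.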

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

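Of the tests in this part, that of cell classes on the 4 genes moving apart, the use of all WT pairs of a batch for them, and that of WT LPS cells in the Tram−/− LPS library were chosen only after the results were seen.

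Of 25 named genes, 4 moved one way with LPS in each of the 5 WT pairs of PBS and LPS libraries of the same batch and the other way in the Tram−/− pair, with a Tram−/− interval that excludes no change. The log2 ratio of LPS to PBS was −0.46 for Ccr2 in the Tram−/− pair and 2.87, 2.22 and 0.85 in the WT pairs of replicates 1, 2 and 3. It was −0.48 for Cd74 (WT 0.54, 1.55 and 1.05), 0.39 for Cd200r1 (WT −0.45, −0.67 and −0.48) and 0.62 for Sirpa (WT −0.40, −0.25 and −0.51). The difference between the genotypes was not tested, since there is 1 Tram−/− pair, and 2 further named genes had opposite signs with a Tram−/− interval that includes no change.

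A different share of cell classes between the libraries was tested within macrophage-like cells, where 2 of the 4 genes still moved apart. These were Ccr2 and Cd74, with log2 ratios of −1.19 and −1.35 in the Tram−/− pair and higher values with LPS in each of the 5 WT pairs, so a change in class shares is not the whole cause for them. Shares of the clusters within that class were not tested. Sirpa and Cd200r1 no longer moved apart there, so their pattern over all cells may come from different shares of classes. Spp1, which did not move apart over all cells, did so within macrophage-like cells. Its log2 ratio there was −0.45 in the Tram−/− pair and 1.16, 0.66 and 0.42 in the WT pairs of replicates 1, 2 and 3. Within macrophage-like cells Cd200r1 rose by 0.46 in the Tram−/− pair and was at 0.12, −0.32 and −0.24 in the WT pairs of replicates 1, 2 and 3. RNA of Ly6C-high-like cells in droplets of macrophage-like cells was not tested and stays open for Ccr2 and Cd74. Genotype, which is the design's biological explanation, cannot be told apart from batch, because the labels name no batch for the Tram−/− libraries.

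Genes outside those the paper discusses rose in the Tram−/− LPS library. Marco reached 86.7 CPM from 0.248 CPM with PBS (2 UMIs, a ratio of 350.2 with a 95% exact interval of 96.6 to 2897). In WT, Marco was between 5.06 and 11.8 CPM with PBS and between 98.1 and 154 CPM with LPS. Slc13a3 reached 110.4 CPM from 0.990 CPM, against 1.08 to 1.51 CPM in WT PBS and 5.14, 10.8 and 59.7 CPM in WT LPS replicates 1, 2 and 3. Saa3 reached 63.8 CPM from 2.10 CPM, against 287 to 391 CPM in WT LPS. WT LPS cells in the Tram−/− LPS library are argued against as the source. The rise of Cd72 in the Tram−/− pair would need WT LPS RNA at 20.3% of the library if it came from WT LPS replicate 3, and at 96.9% or more from the other 2 replicates. At those shares Ifitm3 reached at most 56.9% of the level predicted. Slc13a3 was also higher than in each WT LPS library, which no mixture with these libraries gives. A different share of cell classes is not the whole cause for the genes called at least 2-fold higher in WT. Their median log2 ratio within macrophage-like cells was 0.59 in the Tram−/− pair. Shares of the clusters inside this class were not tested and stay open. Its cluster led by genes such as Cd72 and Marco held 57 of 315 macrophage-like Tram−/− PBS cells and 124 of 317 such Tram−/− LPS cells. A response to LPS without TRAM and a batch difference between the 2 Tram−/− libraries stay open, since no replicate is available.

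Interferon-stimulated genes were also high in the neutrophil-like clusters, which the paper left out. Their sum over the list was 769, 802 and 543 CPM in WT PBS replicates 1 to 3 and 3293, 4228 and 11237 CPM in WT LPS replicates 1 to 3, and 747 and 1240.5 CPM in Tram−/− PBS and LPS. RNA of other cells in the droplets is argued against as the whole cause. In WT LPS, the list reached at least 37.5% of its level in macrophage-like cells, while macrophage markers reached between 0.751% and 1.78% of theirs, and free RNA of those cells brings both alike. Free RNA of Ly6C-high-like cells was not tested. A response of the neutrophil-like cells to LPS stays open as a biological explanation that was not tested further.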

How the results depend on the processing

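The settings chosen only after the data were seen were the sum of WT PBS replicates 1 and 2 as 1 sample, WT PBS cells of the same class, the 3 classes of monocytes and macrophages only, cycling-like cells left out, cycling-like cells with Ly6C-high markers alone, clusters named by the first version of the rule, and thinned sums. The splits of the samples were planned.

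The count of 5197 genes between WT LPS and WT PBS stayed within 1.5 times itself under each setting but the fit without the batch term (2119 genes). The other settings gave from 3721 genes without WT PBS replicate 2 to 5668 in the first batch only. Without the batch term the count was also lower for macrophage-like (628 against 2317) and Ly6C-high-like cells (3317 against 5022) compared with all WT PBS cells. With WT PBS replicates 1 and 2 summed, the macrophage-like count was 1472, and with 1 library left out it ranged from 1389 (without WT PBS replicate 2) to 2460 (without WT LPS replicate 3). Against Ly6C-high-like WT PBS cells only, the Ly6C-high-like count was 641. For macrophage-like against Ly6C-high-like WT LPS cells, DESeq2 gave 1727 and the fit without the library block 1607 in place of 3512, and with 1 library left out the count ranged from 2276 (without WT LPS replicate 2) to 4451 (without WT LPS replicate 3). For cycling-like against Ly6C-high-like cells, DESeq2 gave 2200 and the fit without the block 2572 in place of 4324, and the first version of the rule 2349. The cause was not tested for these counts. Where leaving out a library left an arm of a batch with 1 library, that library was assumed to vary like the others.

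With 3 samples against 3 there are 10 splits of the samples, and the share of splits with as many genes cannot be below 10%. It was 1 of 10, the real one, in each of the 5 comparisons, so the splits cannot exclude chance. The fit with the replicate number as a block changed no count by more than 1.5 times.

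Of the values of called named genes under the alternatives, 268 of 288 kept direction and call over all WT cells and 20 lost the call. For macrophage-like cells against WT PBS 250 of 272 did and 22 lost it, and for Ly6C-high-like cells 325 of 378 did, 43 lost it and 10 reversed. For macrophage-like against Ly6C-high-like cells 119 of 132 did, 11 lost it and 2 reversed, and for cycling-like against Ly6C-high-like cells 187 of 216 did, 22 lost it and 7 reversed. The sign changed in the following values, log2 fold changes whose cause was not tested. Over all WT cells, Ifngr1 was 0.024 in the first batch only and −0.068 to 0.033 with 1 library left out. C5ar1 was 0.061 with neutrophil-like cells kept, 0.021 in the 3 classes only, 0.28 with cycling-like cells left out (which also called it) and −0.058 to 0.023 with 1 library left out. Stat5b was 0.029 with cycling-like cells left out.

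In macrophage-like cells against all WT PBS cells, Ccr2 was −0.14 without the batch term, −0.26 with at most 10% mitochondrial UMIs, −0.034 without doublets, −0.17 with WT PBS replicates 1 and 2 summed, −0.46 and −0.24 at resolutions of 0.4 and 1.2, −0.0016 with libraries scaled together, and −0.32 to 0.58 with 1 library left out. Against macrophage-like WT PBS cells only, Cd74 was 2.56 (called), Cd200r1 −0.071 and Ticam2 −0.13. With 1 library left out, Stat5b ranged from −0.0083 to 0.10, Trem2 from −0.21 to 0.044 and Ticam2 from −0.040 to 0.068.

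In Ly6C-high-like cells, Tnf was −0.044 with libraries scaled together and −0.56 to 0.95 with 1 library left out. Against Ly6C-high-like WT PBS cells only, Spp1 was 0.36, Cd74 −0.71 (called), Stat5b −0.13, Irf1 −0.20, Ifngr1 −0.017, Pparg −0.52 and Ticam2 −0.012. With the first version of the rule, Cd72 was −3.09, Cd74 −1.003, Cd14 −0.50 and Pparg −3.04 (all called), Stat5b −0.048 and Ifit2 −0.35.

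Between macrophage-like and Ly6C-high-like WT LPS cells, Cd14 was −0.012 and Pparg −0.17 at a resolution of 0.4. With 1 library left out, Stat5b ranged from −0.14 to 0.043, Irf1 from −0.073 to 0.21 and Irf5 from −0.48 to 0.056. With the first version of the rule, Cd74 was 0.46, Ifit3 2.76 (called), Stat5b 0.095, Tnf −0.28 and Psmb10 0.14. Between cycling-like and Ly6C-high-like cells, Stat5a was −0.031 at a resolution of 0.4, Cd72 0.28 at 1.2 and Spp1 −0.21 in cycling-like cells with Ly6C-high markers alone. With 1 library left out, Cd72 ranged from −0.66 to 0.033 and Stat5a from −0.080 to 0.14. With the first version of the rule, Cd72 was 5.17, Cd74 1.51 and Pparg 2.84 (all called), Stat5a −0.27, Irf7 0.33, Ifit2 0.76, Ifit3 0.62, C5ar1 0.57 and Sirpa 0.078. These values show that the class of Ly6C-high-like cells depends on which of its 2 clusters is taken.

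The peroxisome list passed the threshold without the batch term (median −0.089, adjusted p = 0.0473 by camera, Benjamini-Hochberg) and by fry (median −0.075, adjusted p = 0.00406). The range of its adjusted p over the alternatives was 0.00406 to 0.0661. The other 2 lists kept direction and call under each alternative. The macrophage-like share of WT LPS cells was 30.8% at a resolution of 0.4 and 36.9% at 1.2, where more cells lay in clusters without a class. The Tram−/− count of genes over 2-fold was 85 at 20 CPM and 28 at 100 CPM, since the minimum sets how many genes are counted. Of neighbours, 68.1% came from the own library in the Tram−/− pair without thinning, and with 10 neighbours 90.4% in WT replicate 3 and 85.7% over the first-batch WT pairs. The number of named genes outside the WT range stayed at 19 under LPS under each of 3 alternatives and was 10, 15 and 16 under PBS.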

Differences from the paper's values

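The paper reports about 2500 cells retained and merged (the paper's value), and 4937 cells passed the same filter on genes per cell here. Of the alternatives set before the data were examined, the limit of 10% mitochondrial UMIs left 3703 cells, within 1.5 times the paper's value, and removing doublets left 4893 cells, which is not. Groups of libraries chosen after seeing the values come closer, with 2454 cells in the 4 first-batch WT libraries and 2483 in the other 4. The paper's text does not name the libraries behind its number.

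The paper states that both WT LPS subsets expressed higher levels of the mediators and transcription factors than naive cells. In macrophage-like WT LPS cells 6 of 10 genes were higher than in all WT PBS cells, and in Ly6C-high-like cells 8 of 10. With the clusters named by the first version of the rule, an alternative chosen after seeing the data, 4 of 10 were higher and 3 lower in Ly6C-high-like cells. In macrophage-like cells, Ccr2 had a log2 fold change of 0.02 and Cd74 of −0.53, neither called. Ccr2 was called without WT PBS replicate 3 (0.57), without WT LPS replicate 3 (0.58) and against macrophage-like WT PBS cells (3.38, an alternative chosen after seeing the values), and Cd74 against macrophage-like WT PBS cells (2.56, chosen after seeing the values). Cd74 was called lower at clustering resolutions of 0.4 (−1.33) and 1.2 (−1.45). Stat5a (−0.17) and Stat5b (0.06) were called in no alternative for macrophage-like cells. In Ly6C-high-like cells Spp1 was lower (−0.92), and no alternative called it higher, and Stat5b (0.15) was called in none. Against Ly6C-high-like WT PBS cells alone, chosen after seeing the values, Cd74 was called lower in these cells. Over all WT cells, Irf1 (0.29) and Stat5b (−0.06) were called in no alternative, Spp1 (0.26) was called without WT LPS replicate 2 (0.36) and without cycling-like cells (0.47, chosen after seeing the values), and Stat5a (0.19) without replicate 3 of either treatment (0.33) and in the first batch only (0.32).

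The paper names Ifngr1 among the genes that both subsets preferentially expressed. Ifngr1 had a log2 fold change of −0.15 in macrophage-like WT LPS cells and of −0.03 over all WT cells, and no alternative called it higher in these comparisons. It was called higher in Ly6C-high-like cells than in all WT PBS cells (0.70). Against Ly6C-high-like WT PBS cells alone, an alternative chosen after seeing the values, it was at −0.017 and not called.

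The paper states that Aif1 was higher in M_L1_ than in M_L2_. Of 5 genes it names as higher in M_L1_, 4 were called higher in macrophage-like than in Ly6C-high-like WT LPS cells, and Aif1 was not (0.25). It was called without WT LPS replicate 3 (0.19) and with the clusters named by the first version of the rule (1.74, an alternative chosen after seeing the values).

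The paper states that LPS suppressed CD200R within the inflammatory clusters. Cd200r1 had a log2 fold change of 0.15 in macrophage-like WT LPS cells and was called lower in Ly6C-high-like cells (−0.88). No alternative called it in macrophage-like cells.

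The paper names genes of lysosome functions among the expression profiles of LPS-polarized cells. Over all WT cells outside the neutrophil-like clusters, 3 of 30 lysosome genes were called higher and 20 lower with LPS. The list was not tested within a class, so these counts include any change in the mix of cell classes.

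The paper states that PBS and LPS Tram−/− cells clustered together and that the polarizing effects of LPS were absent. Of their neighbours, 64.7% came from the cell's own library, between replicates of the first batch (50.3% and 50.7%) and WT pairs of PBS and LPS (81.2% to 87.3%). No pair of the same treatment from different batches was measured. The 64.7% therefore cannot tell a response to LPS from a batch difference between the 2 Tram−/− libraries. The number of genes differing by more than 2-fold was 52 in the Tram−/− pair and 271 to 426 in WT pairs within a batch. In the Tram−/− pair, Cd72 and Aif1 were higher with LPS than with PBS, with log2 ratios of 2.05 (WT pairs 3.02 to 3.61) and 1.15 (WT pairs 0.88 to 2.38).

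The paper states that Stat5 was among the genes that Tram−/− cells failed to express compared with M_L1_ and M_L2_. Stat5a had 18.7 CPM in the Tram−/− LPS library and 13.7 to 16.8 CPM in macrophage-like and Ly6C-high-like WT LPS cells. Stat5b had 31.3 CPM against 25.7 to 29.3 CPM. Both were within counting error of the highest WT value, and Stat5a lay within the range of all WT LPS cells outside the neutrophil-like clusters.

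The paper states that Tram−/− cells had constitutively higher levels of Cd200r and Pex5. With PBS, Cd200r1 had 65.1 CPM in the Tram−/− library and 68.6 to 72.2 CPM in WT, and Pex5 had 22.9 CPM in the Tram−/− library and 21.3 to 28.4 CPM in WT. With LPS both genes were above the WT range.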

Other observations

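Of the tests in this part, those of neutrophil genes outside the neutrophil-like clusters, of cycling-like cells left out, of macrophage-like cells alone and of the first batch against the second-batch pair were chosen only after the results were seen.

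Neutrophil genes were higher with LPS in WT cells outside the neutrophil-like clusters. Of 7 neutrophil genes tested, 7 were higher and 5 passed the threshold, with a median log2 fold change of 1.40. This may come from RNA of neutrophils in the droplets, since 10 neutrophil markers also took a larger share of UMIs over all cells in each WT LPS library (2.39% to 4.52%) than in each WT PBS library (0.810% to 1.71%). As the cause of all 5197 genes, neutrophil RNA is argued against, since it cannot lower genes by 2-fold or more as seen for 408 of them. A different share of cycling cells is argued against as well, since 3716 of the 5197 genes were still called the same way without cycling-like cells. A different share of cell classes is not the whole cause, since 2134 of the 5197 genes were called the same way and 14 the other way within macrophage-like cells alone. Shares of the clusters within that class were not tested. A difference in the total UMIs of the libraries is argued against as the whole cause. The LPS library had more UMIs in the first-batch pairs, while the totals of the second-batch pair were close (8176061 with LPS against 8307337). In that pair, 5089 of the 5668 genes called in the first batch alone still moved the same way. A difference in UMIs per cell was not tested and stays open.

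Over WT cells, genes with low counts in 1 treatment had the largest changes. Apol7c had 180 UMIs over the WT LPS libraries and 0 over the WT PBS libraries. Apol9b had 137 UMIs against 1, a ratio of 127 (95% exact interval 22.4 to 5041), and 102 of the 137 came from WT LPS replicate 3. Ly6a (log2 fold change 6.69), Ifi44 (6.38) and Saa3 (6.08) followed, and 1211 of the 1818 UMIs of Ifi44 in WT LPS came from replicate 3. Ly6a belongs to a family of paralogs, and sharing of reads between paralogs was not tested. The largest decreases were those of Asb10 (2 UMIs against 72), Lama3 (−3.49), Epor (−3.36), Samd4 (−3.32) and Tox2 (−3.24). In the Tram−/− pair, Prg2, a gene of eosinophils and basophils, fell from 749 UMIs (92.7 CPM) with PBS to 0 with LPS.

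The Tram−/− PBS library differed from WT PBS replicates 1, 2 and 3 with a mean chi-square per gene of 58.0, 53.6 and 11.0. WT PBS replicates 1 and 3 differed with 62.0, and WT LPS replicates 1 and 3 with 59.4. The Tram−/− LPS library differed from WT LPS replicates 1, 2 and 3 with 88.9, 75.1 and 48.3, and the 2 Tram−/− libraries from each other with 17.7. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had UMIs in each of the 8 libraries.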
